# Bioenergetic status modulates motor neuron vulnerability and pathogenesis in a zebrafish model of spinal muscular atrophy

**DOI:** 10.1371/journal.pgen.1006744

**Published:** 2017-04-20

**Authors:** Penelope J. Boyd, Wen-Yo Tu, Hannah K. Shorrock, Ewout J. N. Groen, Roderick N. Carter, Rachael A. Powis, Sophie R. Thomson, Derek Thomson, Laura C. Graham, Anna A. L. Motyl, Thomas M. Wishart, J. Robin Highley, Nicholas M. Morton, Thomas Becker, Catherina G. Becker, Paul R. Heath, Thomas H. Gillingwater

## Abstract

Degeneration and loss of lower motor neurons is the major pathological hallmark of spinal muscular atrophy (SMA), resulting from low levels of ubiquitously-expressed survival motor neuron (SMN) protein. One remarkable, yet unresolved, feature of SMA is that not all motor neurons are equally affected, with some populations displaying a robust resistance to the disease. Here, we demonstrate that selective vulnerability of distinct motor neuron pools arises from fundamental modifications to their basal molecular profiles. Comparative gene expression profiling of motor neurons innervating the *extensor digitorum longus* (disease-resistant), *gastrocnemius* (intermediate vulnerability), and *tibialis anterior* (vulnerable) muscles in mice revealed that disease susceptibility correlates strongly with a modified bioenergetic profile. Targeting of identified bioenergetic pathways by enhancing mitochondrial biogenesis rescued motor axon defects in SMA zebrafish. Moreover, targeting of a single bioenergetic protein, phosphoglycerate kinase 1 (Pgk1), was found to modulate motor neuron vulnerability *in vivo*. Knockdown of *pgk1* alone was sufficient to partially mimic the SMA phenotype in wild-type zebrafish. Conversely, Pgk1 overexpression, or treatment with terazosin (an FDA-approved small molecule that binds and activates Pgk1), rescued motor axon phenotypes in SMA zebrafish. We conclude that global bioenergetics pathways can be therapeutically manipulated to ameliorate SMA motor neuron phenotypes *in vivo*.

## Author summary

Selective vulnerability of particular cell types is a prominent, unresolved feature of many neurodegenerative diseases. In SMA, motor neurons are the most affected cell type, but not all motor neuron pools are affected at the same rate. Some pools degenerate early in disease and others remain resistant. Understanding the mechanisms governing this selective vulnerability could identify candidates for protective modifier therapy development. Using laser capture microdissection and microarray analysis, we show that resistant motor neuron pools have a different basal bioenergetic profile compared to vulnerable motor neuron pools. We subsequently showed that defective bioenergetics is a feature in the pathogenesis of SMA, using both mouse and zebrafish SMA models. We also show that targeting of bioenergetic genes rescued motor neuron outgrowth defects in a zebrafish SMA model. In conclusion, we have identified bioenergetics as a potential protective modifier. Therapeutic targeting of these pathways could stabilize more vulnerable motor neurons which could halt or delay disease progression.

## Introduction

Spinal Muscular Atrophy (SMA) is an autosomal recessive childhood neuromuscular disorder. The disease is characterized by muscle weakness and paralysis, resulting from early neuromuscular junction (NMJ) breakdown occurring prior to a widespread loss of lower motor neurons (MN) from the ventral horn of the spinal cord [1]. SMA occurs as a consequence of reduced levels of the ubiquitously-expressed Survival Motor Neuron (SMN) protein, caused by mutations in the *Survival Motor Neuron 1* (*SMN1*) gene [2]. Complete loss of SMN protein is lethal to all cells and tissues. However, in humans a nearly identical second copy of the *SMN1* gene exists: *SMN2* [3]. Unfortunately, this gene possesses a nucleotide change (C to T) in exon 7 rendering it capable of only producing low levels of full-length SMN protein [4, 5]. SMA is usually categorized into four distinct clinical subtypes dependent on disease severity (Type I through to Type IV), where Type I represents the most severe form with death occurring within the first two years of life. A patient’s copy number of *SMN2* determines the subtype and disease severity, with a higher copy number of *SMN2* correlating with the less severe forms of the condition [6, 7]. The SMN protein has well-established, important cellular roles in the biogenesis of small nuclear ribonuclear proteins (snRNP) and pre-mRNA splicing [8–10]. However, other non-canonical functions for SMN have also been recently identified including: roles in axonal transport [11, 12], the regulation of ubiquitin homeostasis [13–15] and a contribution to endocytic pathways [16, 17].

Large alpha motor MNs are the most affected cell population in SMA [18], with a breakdown of MN inputs at the NMJ being one of the earliest pathological features of SMA, occurring prior to the onset of overt symptoms and motor neuron loss [19–24]. Given that SMN is ubiquitously expressed and required by all cells and tissues of the body, it is still unclear why MNs show a particular vulnerability in SMA [25]. Perhaps even more surprising, it has been repeatedly demonstrated that a differential sensitivity exists between pools of MNs innervating distinct muscles. In mouse models of SMA some MN pools have been shown to be readily vulnerable to degeneration, showing high levels of NMJ denervation, whereas other MN pools in the same animal can remain intact throughout the entire course of disease progression, varying considerably across muscles [21, 26]. This finding supports the hypothesis that a subset of MNs possesses unique intrinsic characteristics that protect them against degeneration [27]. What these protective properties are, however, remains to be elucidated.

The relative vulnerability of MN pools innervating anatomically distinct muscle targets has been extensively mapped in SMA mouse models by our own and other laboratories using NMJ degeneration as a direct readout of vulnerability status [26–28]. Studies of a related neurodegenerative condition, Amyotrophic Lateral Sclerosis (ALS) revealed that larger, fast-fatigable MNs were particularly susceptible, suggesting that morphological properties may be important contributors to determining selective vulnerability [29–31]. However, in SMA, the vulnerability spectrum identified across several MN pools was found to be independent from their core physical features including: position in the body of the innervated muscle, functional sub-type, nerve stump length, muscle fibre type, motor unit size, branching pattern of the MN axon, developmental synapse elimination rate, or terminal Schwann cell number [26, 28]. This strongly suggests that morphological features do not dictate the vulnerability of MN pools in SMA, and increases the likelihood that differences in the molecular properties of distinct MN pools are influencing their relative susceptibility [27]. The identification of mechanisms governing selective vulnerability in SMA has the potential to reveal novel therapeutic targets capable of directly modulating motor neuron pathology, with potential relevance for other, related neurodegenerative disorders where selective vulnerability is also present [32, 33].

In the current study, we tested the hypothesis that the molecular composition of resistant MN pools makes them better placed to deal with the cellular stresses associated with disease triggers in SMA. We present evidence showing significant differences in the basal transcriptional profile between vulnerable and disease-resistant MN pools in mice, with the most striking difference being a greater expression of mitochondrial and energy metabolism-related genes in disease-resistant MNs. Given that MNs are large, highly active cells, with elevated energy demands to maintain cellular specific functions including the firing of action potentials at pre-synaptic terminals, it is perhaps not surprising that ATP availability could be important for their resistance in disease [34]. Furthermore, it was recently shown that vulnerable fast fatigable MNs are more affected by milder changes in bioenergetic status than more resistant MNs suggesting that bioenergetics could be a key determinant of selective vulnerability in related motor neuron diseases such as amyotrophic lateral sclerosis (ALS) [35]. We therefore also show that manipulating mitochondrial and glycolytic bioenergetic pathways in *smn* morphant zebrafish can ameliorate SMA phenotypes, implicating these pathways as potential therapeutic targets.

## Results

### Comparative gene expression profiling of differentially affected motor neuron pools reveals modified molecular composition

In order to perform comparative gene expression profiling on pure populations of RNA from isolated MN pools with known differential susceptibility to SMA, we modified an established retrograde labelling approach to allow selective isolation of MN pools from the spinal cord. Wheat Germ Agglutinin (WGA) was injected into anatomically distinct muscle groups, resulting in labelling of the innervating MN cell bodies within the spinal cord [36] (Fig 1A). Given that mRNA is transcribed in the cell body and then subsequently transported either in its mRNA form or as a translated protein, we reasoned that differences in relative transcript abundance identified in MN cell bodies would reflect molecular changes potentially impacting on all cellular compartments of the MN.

**Fig 1:**
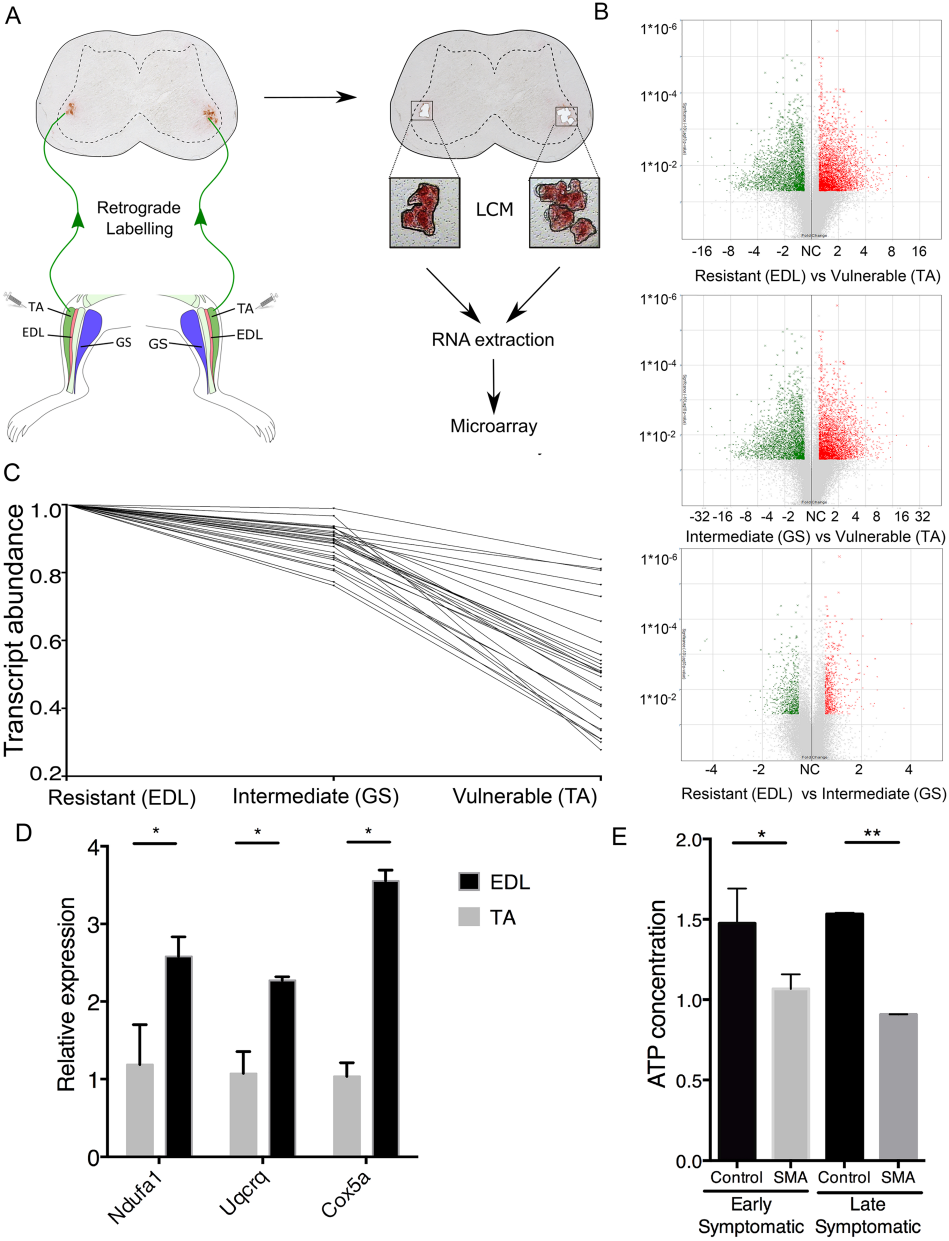
Microarray analysis of differentially vulnerable motor neuron pools reveals fundamental differences in their basal molecular composition. (A) Schematic illustration of experimental design (TA, tibialis anterior; EDL, extensor digitorum longus; GS, gastrocnemius; Vul, vulnerable MNs, Res, resistant MNs; Int, intermediate phenotype MNs). (B) Volcano plots of differentially expressed transcripts in resistant compared to vulnerable MN pools, intermediate compared to vulnerable MN pools, and resistant compared to intermediate MN pools. (C) Ratio trending analysis: transcripts that were significantly changed (p<0.05) between resistant (EDL) and vulnerable (TA) groups with a differential trending value in the intermediate (GS) group were first identified after which the data set underwent enrichment analysis to reveal enriched biological pathways. Graph shows an example of genes in one enriched biological pathway (mitochondrial electron transport chain genes). Note that transcripts showed highest expression levels in resistant (EDL) neurons, with a decreasing level of expression as the vulnerability status of the groups increased (GS through to TA). (D) qPCR validation for 3 distinct mitochondrial genes confirming up-regulation in disease-resistant MN pools (N = 3), Unpaired two tailed student *t-test* (* P<0.05). (E) Bar chart (mean & s.e.m.) showing a reduction in ATP in the spinal cord of early and late-symptomatic SMA mice compared to littermate controls using an ATP assay (N = 3 spinal cords per genotype).

We labelled MN pools innervating three distinct muscle groups, all located in the hind-limb of the mouse, which we have previously shown to have differential vulnerability status in SMA using endplate occupancy as a readout for degeneration in SMA (S1 Fig) [28]. We identified MN pools projecting to the disease-resistant *extensor digitorum longus* (EDL) muscle, intermediate *gastrocnemius* (GS) muscle, and vulnerable *tibialis anterior* (TA) muscle [28]. This meant that, as far as possible, any potential confounding factors such as muscle position in the body, nerve length, and motor neuron soma location in lumbar spinal cord, were standardized between groups (Fig 1A).

Comparative gene expression profiling studies were performed in young (post-natal day 14), healthy wild-type mice so to ensure that we were detecting only basal differences in the molecular composition of MN pools, without any secondary changes due to aging or disease-related stimuli. Non-toxic WGA was micro-injected into one of the three muscles (EDL, GS or TA) in each mouse (both hindlegs), using a total of three mice and six muscle injections for each muscle type. Two days after injection, the spinal cord was dissected and RNA was isolated from retrogradely labelled pure populations of motor neuron cell bodies using laser capture microdissection (LCM) prior to transcriptional profiling [37] (Fig 1A).

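RNA from the labelled MNs of each mouse was hybridised to 1 array, giving 3 arrays for each of the EDL, GS and TA pools. The mice were wild-type FVB animals of a single litter. WGA, a plant lectin that axon terminals take up and carry back to the cell body, was injected at day 14, at 1 µl into the EDL and at 3 µl into the GS and TA, and the cords were taken 48 h later. Because each array is 1 mouse, the p-values measure the spread between mice, and the number of arrays limits the precision.

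The methods give 35 µm sections and the paper's results place the MN cell bodies in the lumbar cord, whereas the sample labels give 20 µm sections of cervical cord. The design text of the series also speaks of an SMA background, and the labels abbreviate the gastrocnemius as GC. The muscle of each array was taken from the labels. The TA mice bear the numbers 0, 1 and 3 and the EDL and GS mice numbers from 11 to 33, whose meaning is not given in the sources used here, so that a difference in handling along these numbers cannot be separated from the TA pool.

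The array, the GeneChip Mouse Transcriptome Assay, reads a gene through a transcript cluster, a set of probes along its exons. The authors summarised these probes to a background-corrected and normalized log2 signal, by sst-RMA according to the methods and by RMA according to the submitters' processing notes. The log2 values were used as deposited. Of 72688 probe sets, 6732 were array controls and the other 65956 transcript clusters were tested. A single gene symbol was attached to 30604 clusters, several symbols to 2146, which were not named, and no symbol to 33206. The cluster with the highest mean over the 9 arrays stood for a gene with several. At 61.6% of the clusters, 2 or more of the 9 arrays held values equal to 5 decimals. The pools were compared with limma, with a single estimate of the spread over all 9 arrays and Benjamini-Hochberg adjustment. Where the TA mice scatter more than the others, this single spread is too small for comparisons with TA, and their p-values come out too low. Ndufa1, for example, had an SD of 1.01 in TA, 0.10 in EDL and 0.06 in GS.

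The arrays of TA mice M0 and M1 stood apart from the other 7. On the first principal component, which held 56.5% of the variance, M0 lay at 77.3 and M1 at 98.5, against 8.72 for TA mouse M3, -27.3 to -12.0 for the GS mice and -45.6 to -35.6 for the EDL mice. Positive control probe sets were also separated less well from negative ones on these arrays, with an area under the ROC curve of 0.779 for M0 and 0.778 for M1 against 0.828 to 0.854 on the other 7. Among these 7 it was 0.844 to 0.854 for EDL, 0.831 to 0.838 for GS and 0.828 for M3. Control separation thus fell from EDL to GS to TA, so that a trend across the pools cannot be separated from signal quality.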

Initial analyses confirmed significant differences in basal gene expression profiles between the three distinct MN pools (Fig 1B). 

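MNs of the TA pool differed from those of both other pools. Y RNAs, small non-coding RNAs bound by the Ro protein, gave the largest differences among the named genes. Rny3 had a log2 signal of 15.86 ± 0.28 (SD, n = 3 mice) in EDL MNs, 16.09 ± 0.36 in GS MNs and 11.66 ± 1.45 in TA MNs. It was 4.20 higher in EDL than in TA on the log2 scale (standard error 0.64, adjusted p = 0.0209 from limma), and Rny1 was 3.69 higher (adjusted p = 0.0256). Lxn, which encodes the carboxypeptidase inhibitor latexin, had 13.57 ± 0.24 in EDL, 11.53 ± 0.05 in GS and 10.32 ± 1.20 in TA MNs (EDL against TA 3.24, standard error 0.52, adjusted p = 0.0232). The proteasome subunit gene Psmb1 was 2.03 higher in EDL than in TA (adjusted p = 0.0496), a call that was lost without each mouse other than M3 (adjusted p = 0.079 to 0.147) and without M0 and M1 (0.85, adjusted p = 0.0825). The other 6 of the 10 largest rises (Atp5k-ps2, Mrpl23-ps1, Pdcd5-ps, Rps3a3, Rpl38-ps1 and Rpl19-ps4, higher by 2.03 to 2.30) bear the names of copies of ATP synthase, ribosomal protein and other genes, whose sequence resembles that of the parent gene, so that their signal cannot be assigned to the copy alone. The call of each of these 10 genes was lost without each of the EDL mice in turn, up to adjusted p = 0.0864 for Rny3 and 0.102 for Rny1, and with the spread from the EDL and TA arrays alone.

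In all, 3351 of the 65956 clusters differed between EDL and TA MNs at an adjusted p under 0.05 from limma, 1884 higher and 1467 lower in EDL. Between GS and TA MNs 418 differed, 254 higher and 164 lower in GS. Rny3 (4.43, adjusted p = 0.0435) and the ribosomal protein gene copies Rps3a3 (1.83), Rps12-ps23 (1.77), Rps3a2 (1.76) and Rps12-ps20 (1.69) gave the 5 largest rises in GS, and each of these calls was lost without each mouse other than M3.

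Between EDL and GS MNs limma and the plain unmoderated test each called 0 clusters after adjustment. At an unadjusted p under 0.05 limma gave 2421 and the plain test 3646, where chance alone would give 3298. Limma's single spread takes in the scatter of the TA mice, so few calls here are not evidence that EDL and GS are alike. The unadjusted count was 5187 from the compared pools alone and also without M0 and M1, and 5375 with array weights, and 13 clusters passed after adjustment without GS mouse M13. The genes with the largest higher values in EDL at that unadjusted threshold were Lxn (2.03), the decorin gene Dcn (1.45), the calretinin gene Calb2 (1.39), the sodium channel gene Scn9a (1.27) and the endopeptidase gene Ecel1 (1.24), with adjusted p from 0.862 to 1. The largest lower values were those of the glycine transporter gene Slc6a5 (-1.21), the vesicular GABA and glycine transporter gene Slc32a1 (-0.94), Txnip (-0.82), Lgi1 (-0.77) and Lamp5 (-0.73), each with adjusted p = 1. GS mouse M30 stood apart in Slc32a1 (9.25, against 8.00 and 8.01 in the other GS mice) and Slc6a5 (13.57, against 12.49 and 12.91). An F test over the 3 pools called 1049 clusters, 1 without M0 and M1 and 1 (without M30) to 7554 (without M3) with 1 mouse left out.

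The EDL-TA count was 1199 without TA mice M0 and M1, a comparison chosen after their arrays were seen to stand apart, 10470 without TA mouse M3, and 201 to 1957 without each of the other mice. It was 4 when the spread was taken from the EDL and TA arrays alone and 0 with the plain unmoderated test. The GS-TA count was 0 without each of the GS mice in turn, without EDL mouse M33, from the compared pools alone and with the plain unmoderated test, 6 to 166 without EDL mice M14 or M11 or TA mice M0 or M1, 106 without both M0 and M1, and 7177 without M3.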

In order to identify transcriptional changes directly correlating with the relative disease vulnerability status of a MN pool, a trending analysis was employed to identify transcripts that differed across all three groups according to their relative vulnerability. Transcripts differentially expressed between the most resistant group (EDL) and the most vulnerable group (TA) with a significance threshold of P<0.05 were initially identified. This primary filter revealed two sets of transcripts: 1) those that were deemed potentially protective, having higher expression in resistant EDL MN pools compared to vulnerable TA MN pools, and; 2) those that were deemed as potentially harmful, having higher expression in vulnerable MNs compared to resistant MNs. These genes were then subjected to a second filtering step in which transcript expression values were required to trend through the intermediate muscle group (GS), in the appropriate direction of vulnerability. For example, a transcript with increased expression in the resistant versus the vulnerable group had to additionally show an expression value in the intermediate (GS) group midway between the vulnerable (TA) and resistant group (EDL). For example, genes grouped by biological function, such as mitochondrial electron transport genes in Fig 1C, had to show a trending expression pattern corresponding the vulnerability of that MN pool. 

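Among the transcripts higher in vulnerable MNs, Hoxc6, a gene of brachial levels of the cord, had a log2 signal of 9.19 ± 0.08 (SD, n = 3) in EDL, 9.41 ± 0.19 in GS and 10.19 ± 0.39 in TA MNs. Its difference between EDL and TA was -1.01 (standard error 0.19, adjusted p = 0.0332 from limma). This call was lost without each mouse other than M3 (adjusted p = 0.0534 to 0.122) and without M0 and M1 (-0.57, adjusted p = 0.144). Of 7 measured genes of a cervical and brachial Hox list, 3 fell in EDL at an adjusted p under 0.05 and 0 rose (4 and 0 when adjusted over the list alone). Besides Hoxc6 these were Hoxb6 (-0.52, adjusted p = 0.0312) and Hoxc5 (-1.22, adjusted p = 0.00445), whereas Hoxc4 gave -0.39 (adjusted p = 0.127). The Hoxc5 signal, 4.80 in EDL, 4.97 in GS and 6.02 in TA MNs, lay below the median of the negative control probe sets on each array (5.98 to 6.48), so that its difference has no sure size. The list's median was -0.39 (camera, adjusted p = 0.0111; adjusted p = 0.390 with an estimated correlation), and it lay 0.17, 0.57 and 0.30 above the EDL mean in TA mice M0, M1 and M3. The 7 measured lumbar Hox genes had a median of 0.17 and none was called (camera, adjusted p = 0.123).

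Mmp9, a matrix metalloproteinase gene of fast alpha MNs, was lower in EDL (-0.94, standard error 0.15, adjusted p = 0.0241) and was the only called gene of the 3 in the fast alpha MN list, whose median was -0.49 (camera, adjusted p = 0.00982; adjusted p = 0.390 with an estimated correlation). Chodl, another gene of this list, gave -0.49 (adjusted p = 0.0938). The list stood 0.26, 0.67 and 0.53 above the EDL mean in TA mice M0, M1 and M3.

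The largest falls in EDL also took in Adam4 (-1.96, standard error 0.35, adjusted p = 0.0289), the diacylglycerol kinase gene Dgkk (-1.45, adjusted p = 0.0194), the lysosome-associated membrane protein gene Lamp5 (-1.41, adjusted p = 0.0313), the uridine-cytidine kinase gene Uck2 (-1.31, adjusted p = 0.0339), Gpr17, a receptor gene of oligodendrocyte precursors (-1.19, adjusted p = 0.0475), the cell adhesion gene Ncam2 (-1.17, adjusted p = 0.0247), Parm1 (-1.04, adjusted p = 0.0337) and the receptor phosphatase gene Ptprj (-0.96, adjusted p = 0.0107). Against GS MNs as well, TA MNs were higher in Dgkk (-1.47, adjusted p = 0.0435), Ncam2 (-1.35, adjusted p = 0.0430), Lingo2 (-1.11, adjusted p = 0.0424) and Tenm1 (-0.99, adjusted p = 0.0430). Hoxc5 was also called (adjusted p = 0.0181), at a signal not above the negative controls. Each call in this paragraph was lost without EDL mouse M14, without EDL mouse M33 and with the spread from the compared pools alone.

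At an unadjusted p under 0.05, 6062 clusters were higher and 9004 lower in EDL than in TA. This balance turned when the arrays were centred on their medians (9780 higher and 6103 lower) or quantile normalized (9685 and 6915).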

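Nuclear-encoded genes of the electron transport chain and ATP synthase had higher means in EDL than in TA MNs, and none was called between EDL and GS. Ndufa2, a complex I subunit gene, had a log2 signal of 14.81 ± 0.10 (SD, n = 3) in EDL, 14.62 ± 0.20 in GS and 13.07 ± 0.63 in TA MNs. Ndufv1, which encodes the NADH-binding subunit of complex I, gave 12.80 ± 0.21, 12.55 ± 0.03 and 11.78 ± 0.33, and the ATP synthase subunit gene Atp5o gave 14.00 ± 0.08, 13.85 ± 0.12 and 12.77 ± 0.49.

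Both filters, an unadjusted p under 0.05 between EDL and TA and a GS mean between the EDL and TA means, were met by 72 of 76 measured genes of complexes I to V, all of them higher in EDL. This was 31 of 33 genes of complex I, 4 of 4 of complex II, 10 of 10 of complex III, 10 of 12 of complex IV and 17 of 17 of complex V. The 4 that did not pass were Ndufa7, Ndufab1, Cox6a1 and Cox7b. Among all 30063 genes with a symbol, 4069 (13.5%) passed in this direction (Fisher's exact test, one-sided, adjusted p = 4.07e-56 over 33 lists). Genes of a complex vary together, so they are not independent observations, and with an estimated correlation camera did not call the list between EDL and TA (adjusted p = 0.390). Without TA mice M0 and M1, a comparison chosen after the values were seen, 49 of 76 met both filters, and with an adjusted p in the first filter 24 did. The list lay -1.19, -1.35 and -0.37 from the EDL mean in TA mice M0, M1 and M3.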

Any genes that did not trend through the intermediate GS muscle were removed from further analysis.

For subsequent analyses we focused on transcript changes that were higher in resistant (EDL) compared to the more vulnerable groups, in order to identify potential protective modifiers of the disease. This analysis identified 2,065 individual transcripts whose expression was higher in resistant (EDL) compared to the more vulnerable MN pools (GS and TA) (Microarray files available at http://www.ncbi.nlm.nih.gov/geo/; GSE86908). Thus, robust differences are present in the molecular composition of distinct MN pools under basal conditions, with the potential to directly impact on their response to degeneration-inducing stimuli (e.g. low levels of SMN protein) in SMA.

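In the deposited values, 5384 transcript clusters were higher in EDL than in TA at an unadjusted p under 0.05 from limma and had a GS mean between the other pool means, and 4127 of them carried a single gene symbol. The same filters in the other direction gave 7802 clusters. With an adjusted p in the first filter the counts were 1770 and 1328, and with arrays centred on their medians 8850 and 5108.

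Besides the electron transport genes, 3 groups of genes for building and recycling proteins passed these filters in the resistant direction. These were the mitochondrial ribosome (61 of 75 measured genes, Fisher's exact test, one-sided, adjusted p = 9.09e-39), the proteasome (29 of 30, adjusted p = 1.28e-23) and the cytosolic ribosome (28 of 34, adjusted p = 1.70e-18). The tricarboxylic acid cycle and pyruvate dehydrogenase list gave 10 of 15 (adjusted p = 1.17e-05), glycolysis 8 of 14 (adjusted p = 0.000517), and the SMN complex and modifiers of SMA 6 of 14 (adjusted p = 0.0191). Fisher's test takes the genes of a list as independent, and with an estimated correlation between genes camera called none of these 6 lists between EDL and TA (adjusted p = 0.390 to 0.476). Genes for synaptic vesicle release (4 of 16, adjusted p = 0.355) and MN identity (4 of 13, adjusted p = 0.206) did not pass this test.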

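Genes for making and degrading proteins were higher in resistant than in vulnerable MNs. Of 79 listed genes of the cytosolic ribosome 34 were measured, so the result covers a part of it. Of these 34, 20 rose in EDL over TA MNs at an adjusted p under 0.05 and 0 fell (31 and 0 when adjusted over the list alone), with a median log2 difference of 0.90. Rpl7 was 0.72 higher (standard error 0.08, adjusted p = 0.00992 from limma), Rps9 0.75 (adjusted p = 0.0117) and Rpl22 0.44 (adjusted p = 0.0131). Of 30 proteasome genes, 16 rose and 0 fell (29 and 0 over the list alone), with a median of 1.06; Psmc2 was 0.62 higher (standard error 0.06, adjusted p = 0.00881) and Psmc5 1.26 (adjusted p = 0.0192), both ATPases of the regulatory particle. Camera gave adjusted p = 4.46e-20 for the ribosome and 5.73e-17 for the proteasome, and adjusted p = 0.390 for each with an estimated correlation. The ribosome list lay -0.88, -1.12 and -0.58 from the EDL mean in TA mice M0, M1 and M3, and the proteasome list -1.27, -1.40 and -0.47.

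Genes of MN identity and of the synapse were not called singly. None of 13 MN identity genes passed in limma, where 5 did over the list alone, although the list's median was 0.54 (camera, adjusted p = 0.000167; adjusted p = 0.476 with an estimated correlation) and it lay -0.54, -0.79 and -0.07 from the EDL mean in TA mice M0, M1 and M3. Slc18a3, the vesicular acetylcholine transporter gene, gave 0.92 (adjusted p = 0.0803) and the peripherin gene Prph 1.46 (adjusted p = 0.0873). For 16 synaptic vesicle genes the median was 0.06 and none was called in limma or over the list alone (camera, adjusted p = 0.512). Of 14 genes of the SMN complex and modifiers of SMA, the Sm protein gene Snrpg rose in EDL (1.34, adjusted p = 0.0385), and the list's median was 0.24 (camera, adjusted p = 0.00115; adjusted p = 0.390 with an estimated correlation). It lay -0.48, -0.25 and -0.06 from the EDL mean in TA mice M0, M1 and M3, and at -0.02 to -0.10 in the GS mice. Smn1 gave -0.03 (adjusted p = 0.745), with the same signal of 9.16 on all 3 EDL and all 3 GS arrays.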

### Enrichment of mitochondrial/bioenergetic genes and pathways in disease-resistant motor neurons

To explore the molecular mechanisms through which differences in the basal transcriptional composition of MNs may influence their vulnerability in SMA, our candidate gene list was taken forward for bioinformatics analysis using Gene Ontology (http://geneontology.org/) and DAVID (https://david.ncifcrf.gov/) to identify genetic and biological pathway enrichment.

A significant enrichment of mitochondrial and bioenergetic pathway-related genes was identified in EDL (disease-resistant) MN pools compared to more vulnerable MN pools (Table 1). 

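Genes of oxidative phosphorylation were higher in resistant than in vulnerable MNs. All 76 measured nuclear-encoded genes of complexes I to V had a higher mean in EDL than in TA, with a median log2 difference of 0.98, a ratio of 1.98. Of these, 24 rose at an adjusted p under 0.05 from limma and 0 fell (74 and 0 when adjusted over the list alone). The mitochondrial ribosome, which translates the mitochondrial genome, had a median of 0.50 over 75 genes, 14 of them higher and 0 lower (61 and 0 over the list alone); Mrps25 was 0.55 higher (standard error 0.04, adjusted p = 0.00699) and Mrpl18 0.90 (adjusted p = 0.0157). Of 15 genes of the tricarboxylic acid cycle and pyruvate dehydrogenase, the malate dehydrogenase gene Mdh2 (0.65, adjusted p = 0.0273) and the isocitrate dehydrogenase gene Idh3b (0.96, adjusted p = 0.0397) rose (6 over the list alone), and the median was 0.48, at percentile 92.3 of random lists of the same size matched on mean signal.

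Camera, which asks whether a list shifts more than the other genes, gave adjusted p = 1.56e-26 for oxidative phosphorylation, 8.03e-21 for the mitochondrial ribosome and 5.70e-05 for the tricarboxylic acid cycle. With an estimated correlation none of these calls held (adjusted p = 0.390, 0.390 and 0.476). Fry, which asks whether a list's genes move one way on balance, gave adjusted p = 0.0468, 0.0341 and 0.0767.

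The TA mice differed among themselves. The oxidative phosphorylation list lay -1.19 and -1.35 from the EDL mean in mice M0 and M1 and -0.37 in M3, the mitochondrial ribosome -0.61, -0.71 and -0.22, and the tricarboxylic acid cycle -0.46, -0.85 and -0.06. Markers of endothelial cells and pericytes, at a median of -0.40 between EDL and TA, lay 0.62, 0.27 and 0.32 above the EDL mean in the same mice, and astrocyte markers, at a median of -0.15, lay 0.37, 0.21 and 0.06 above it.

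**Figure D1:**
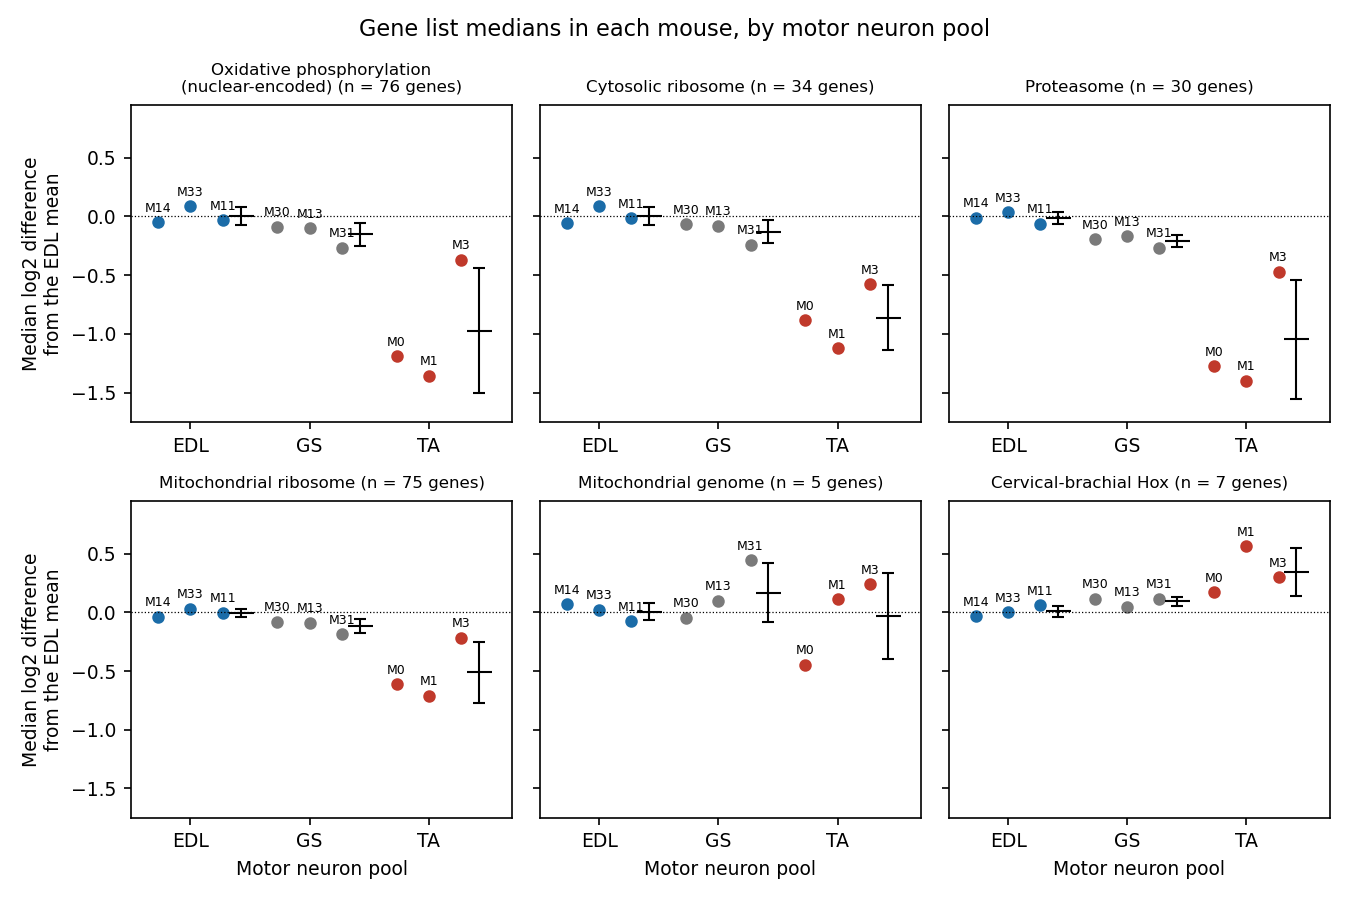
Median log2 difference from the EDL mean over the genes of 6 lists (vertical axis) in each mouse of the EDL, GS and TA pools (horizontal axis), with points for single mice labelled by mouse and bars for the mean and SD of 3 mice. TA mouse M3 lies nearer to the EDL and GS mice than M0 and M1 in oxidative phosphorylation (-0.37), the proteasome (-0.47) and both ribosomes (-0.58 and -0.22), while the list of 5 mitochondrial genome transcripts shows no such order (-0.44, 0.11 and 0.24 in M0, M1 and M3).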

The primary function of mitochondria is to generate ATP from oxidative phosphorylation, efficient ATP generation is particularly critical for highly metabolic tissues including motor neurons that have high energy demand to support cellular functioning and importantly synaptic transmission [38–40]. Increased expression of several individual mitochondrial genes identified by the microarray analyses were therefore independently validated with quantitative PCR, confirming higher expression in disease-resistant MNs (Fig 1D). These findings were of particular interest in the context of SMA as recent studies have suggested that mitochondrial abnormalities in both MNs and skeletal muscle may represent a pathological feature of SMA [41–45]. Moreover, spinal MNs from SMA patient induced pluripotent stem cells (iPSCs) revealed reduced mitochondrial number, area and transport [46]. 

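On the arrays, the genes tested by qPCR were all higher in EDL than in TA MNs, and the difference passed the test for Cox5a. Cox5a, a nuclear-encoded subunit of cytochrome c oxidase, had a log2 signal of 15.25 ± 0.01 (SD, n = 3) in EDL, 15.08 ± 0.21 in GS and 13.87 ± 0.56 in TA MNs, a difference of 1.38 between EDL and TA (standard error 0.26, adjusted p = 0.0317 from limma). Ndufa1, a small subunit needed to assemble complex I, had 15.31 ± 0.10, 15.08 ± 0.06 and 13.64 ± 1.01 (1.68, standard error 0.43, adjusted p = 0.0712). Uqcrq, a subunit of complex III, had 14.54 ± 0.12, 14.27 ± 0.18 and 13.00 ± 0.85 (1.54, standard error 0.37, adjusted p = 0.0610). In TA mice M0, M1 and M3 the signal was 13.71, 13.40 and 14.49 for Cox5a, 13.06, 13.04 and 14.81 for Ndufa1, and 12.67, 12.36 and 13.96 for Uqcrq.

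The call on Cox5a did not hold without any single mouse other than TA mouse M3 (adjusted p from 0.0508 to 0.111), and all 3 genes passed without M3. The qPCR measurements were not analysed here.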

Our analyses revealed an enrichment of mitochondrial genes particularly associated with oxidative phosphorylation, cellular respiration and generation of metabolites and energy in the resistant motor neuron pools, identifying a potential role for ATP-dependent pathways in regulating selective vulnerability of MNs in SMA (Table 1).

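Within oxidative phosphorylation, each respiratory complex contributed genes that were higher in EDL than in TA MNs. Complex I, which passes electrons from NADH to ubiquinone, had a median log2 difference of 0.99 over 33 genes, 15 of which rose (31 when adjusted over the list alone), with Ndufa2 at 1.74 (standard error 0.29, adjusted p = 0.0247 from limma), Ndufv1 at 1.02 (adjusted p = 0.0249), Ndufa5 at 0.98 (adjusted p = 0.0293) and Ndufc2 at 0.79 (adjusted p = 0.0294). Complex II, the succinate dehydrogenase, had a median of 0.45 over 4 genes, and Sdha (0.37, adjusted p = 0.0458) and Sdhb (1.58, adjusted p = 0.0493) rose (4 over the list alone). In complex III, Uqcrb rose (1.04, adjusted p = 0.0320) among 10 genes with a median of 1.12, all 10 over the list alone. In complex IV, Cox7c (0.56, adjusted p = 0.0474) passed beside Cox5a among 12 genes with a median of 0.94, all 12 over the list alone. ATP synthase, complex V, had a median of 0.96 over 17 genes, of which 4 rose (17 over the list alone), with Atp5j2 at 0.31 (adjusted p = 0.0262) and Atp5o at 1.24 (adjusted p = 0.0274). Camera gave adjusted p from 0.00383 to 5.73e-17 for the 5 complexes, and adjusted p from 0.390 to 0.399 with an estimated correlation. With the spread from the EDL and TA arrays alone, 4 of all clusters passed, so most of these calls were lost. From the EDL mean, complex I lay -1.17, -1.27 and -0.51 in TA mice M0, M1 and M3, and complex II -0.50, -0.73 and -0.17. Complex III lay -1.46, -1.57 and -0.35, complex IV -1.28, -1.40 and -0.31, and complex V -1.18, -1.39 and -0.29.

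From the enrichment of these terms in Table 1 among the transcripts higher in the EDL pool, the paper proposes a role for ATP-dependent pathways in the selective vulnerability of MNs. The members of its terms and its enrichment tool were not used here.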

**Table 1:** Enrichment analysis of microarray data reveals biological pathways changed between disease-resistant and vulnerable motor neuron pools.

Gene Ontology Term	P-Value (p<0.05)	False discovery rate (FDR)
GO:0006091~generation of precursor metabolites and energy	4.47E-30	7.81E-27
GO:0022900~electron transport chain	2.61E-22	4.55E-19
GO:0045333~cellular respiration	1.83E-07	3.20E-04
GO:0005739~mitochondrion	1.74E-41	2.48E-38
GO:0019866~organelle inner membrane	6.41E-35	9.12E-32
GO:0005743~mitochondrial inner membrane	1.11E-33	1.58E-30
GO:0031966~mitochondrial membrane	1.38E-29	1.96E-26
GO:0005740~mitochondrial envelope	1.71E-29	2.43E-26
GO:0044429~mitochondrial part	5.89E-27	8.38E-24
GO:0070469~respiratory chain	6.60E-27	9.39E-24

Enrichment analysis of transcripts differentially expressed between differentially vulnerable motor neuron pools identified higher expression of mitochondrial and ATP producing genes in more resistant (EDL) pools compared to the intermediate (GS) and vulnerable (TA) groups using DAVID Bioinformatics resources 6.7 software (https://david.ncifcrf.gov/).

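Between the EDL and GS pools no gene of oxidative phosphorylation was called. The median log2 difference of the 76 genes was 0.14 between EDL and GS MNs, with 74 of 76 higher in EDL, against 0.82 between GS and TA. No single gene of the list was called by limma between EDL and GS, over all clusters or over the list alone, and none between GS and TA over all clusters, where 69 passed over the list alone. Among the largest values relative to their error between EDL and GS were Atp5j2 at 0.09 (standard error 0.05) and Ndufb10 at 0.13 (standard error 0.08), both with adjusted p = 1, and between GS and TA Ndufa2 at 1.55 (standard error 0.29, adjusted p = 0.0721). Without TA mice M0 and M1, a comparison chosen after the values were seen, the GS-TA median was 0.21. The 3 GS mice lay at -0.09, -0.10 and -0.27 from the EDL mean of the list.

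Camera called the list in both comparisons (adjusted p = 0.000110 for EDL against GS and 4.79e-26 for GS against TA), and neither call held with an estimated correlation (adjusted p = 0.680 and 0.390). Fry gave adjusted p = 0.685 and 0.0502.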

Given the association identified between the basal expression levels of ATP-dependent pathways and the vulnerability of MN pools to SMA, we wanted to confirm that similar ATP-dependent pathways were activated in response to disease-triggers in SMA. ATP assays were therefore performed on spinal cords extracted from early and late-symptomatic SMA mice and littermate controls. Levels of ATP were significantly reduced in SMA spinal cords compared to control both in early and late symptomatic mice suggesting a reduction in ATP production capabilities in SMA (Fig 1E). 

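Transcripts of the mitochondrial genome and genes of mitochondrial biogenesis were not called between the EDL and TA pools. Of 5 measured transcripts, out of 13, of the mitochondrial genome, none differed between EDL and TA MNs in limma or when adjusted over the list alone, and their median log2 difference was 0.12 (camera, adjusted p = 0.915), which became negative with quantile normalization (-0.06). COX1, a core subunit of cytochrome c oxidase, had a log2 signal of 18.82 ± 0.04 (SD, n = 3) in EDL, 18.88 ± 0.07 in GS and 18.86 ± 0.07 in TA MNs (-0.04 between EDL and TA, adjusted p = 0.750), close to the highest value on the arrays (19.51). ND6 gave -0.39 (adjusted p = 0.210), ND3 0.65 (adjusted p = 0.455) and ND2, another subunit of complex I, 1.74 (adjusted p = 0.218), with 12.95 and 13.32 in TA mice M0 and M1 and 16.10 in M3.

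Of 11 genes of mitochondrial biogenesis, 8 had a higher mean in EDL, 0 were called by limma over all clusters (3 higher and 1 lower at an unadjusted p under 0.05), and Ppargc1b, which encodes a coactivator of nuclear genes for mitochondria, was lower in EDL when adjusted over the list alone (-0.37, adjusted p = 0.0641 over all clusters). Ndn, the gene of necdin, had the largest difference of the list (1.05, adjusted p = 0.118 from limma). The mitochondrial transcription factor gene Tfam gave 0.40 (adjusted p = 0.0975), and the list's median was 0.22 (camera, adjusted p = 0.256).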

Taken together, these data show that expression levels of genes involved in mitochondrial/bioenergetics pathways are enriched in disease-resistant MN pools under basal conditions, with ATP-dependent pathways being adversely affected during the pathogenesis of SMA. This is particularly interesting given a recent report where SMA mouse motor neurons were found to have key differences in the expression of mitochondrial bioenergetic genes compared to controls, suggesting a wider role of bioenergetics in the pathogenesis of SMA [45].

### Mitochondrial abnormalities are present in a zebrafish model of SMA

To investigate the potential influence of ATP-dependent bioenergetics on MN pathology in SMA *in vivo*, we used an established *smn* knockdown zebrafish model of SMA using an antisense translation blocking morpholino [47–49]. These *smn* morphant zebrafish embryos have a robust MN phenotype (visualized in the Tg(*hb9*:GFP) line), where caudal primary motor axons fail to grow out in a defined straight direction into the developing somites and instead have axons with excessive branching and/or truncation. In severe cases, the motor axon fails to grow altogether. Reducing Smn protein levels using morpholino, synthetic microRNAs or a stable mutant line results in the same motor axon outgrowth phenotype identifying specificity and reproducibility of the phenotype [47, 50, 51].

Levels of ATP synthase subunit alpha (ATP5A), a subunit of mitochondrial membrane ATP synthase which produces ATP from ADP, was significantly reduced in *smn* morphant zebrafish embryos (Fig 2A and 2B). This suggests that mitochondrial ATP biogenesis defects were occurring in *smn* morphant zebrafish, similar to those previously identified in mice [45, 46]. Western blotting on pooled injected embryos confirmed the efficiency of the morpholino knockdown of the *smn* transcript compared to control embryos (S2 Fig). To investigate whether mitochondria showed signs of mitochondrial respiratory deficits in SMA zebrafish, a Seahorse XF analyzer was used to measure oxygen consumption rate (OCR), an indicator of oxidative phosphorylation and therefore mitochondrial respiration (Fig 2C). A significant reduction in basal respiration was observed in *smn* morphants at 24 hpf, where motor axon phenotypes are first visible, suggesting that the *smn* morphants were respiring at a significantly lower level to their age matched controls (Fig 2C and 2D). Addition of oligomycin, to inhibit the ATP synthase complex of the electron transport chain, can be used to calculate how much of the oxygen consumption is linked to ATP generation. Addition of oligomycin revealed that *smn* morphants have lower ATP linked respiration than control embryos (Fig 2C and 2E). Proton leak was also significantly reduced in *smn* morphants (Fig 2C and 2F). These data indicate that there is mitochondrial ATP generation abnormalities in situations of low Smn *in vivo*, supporting previous *in vitro* findings from mouse primary motor neurons [45].

**Fig 2:**
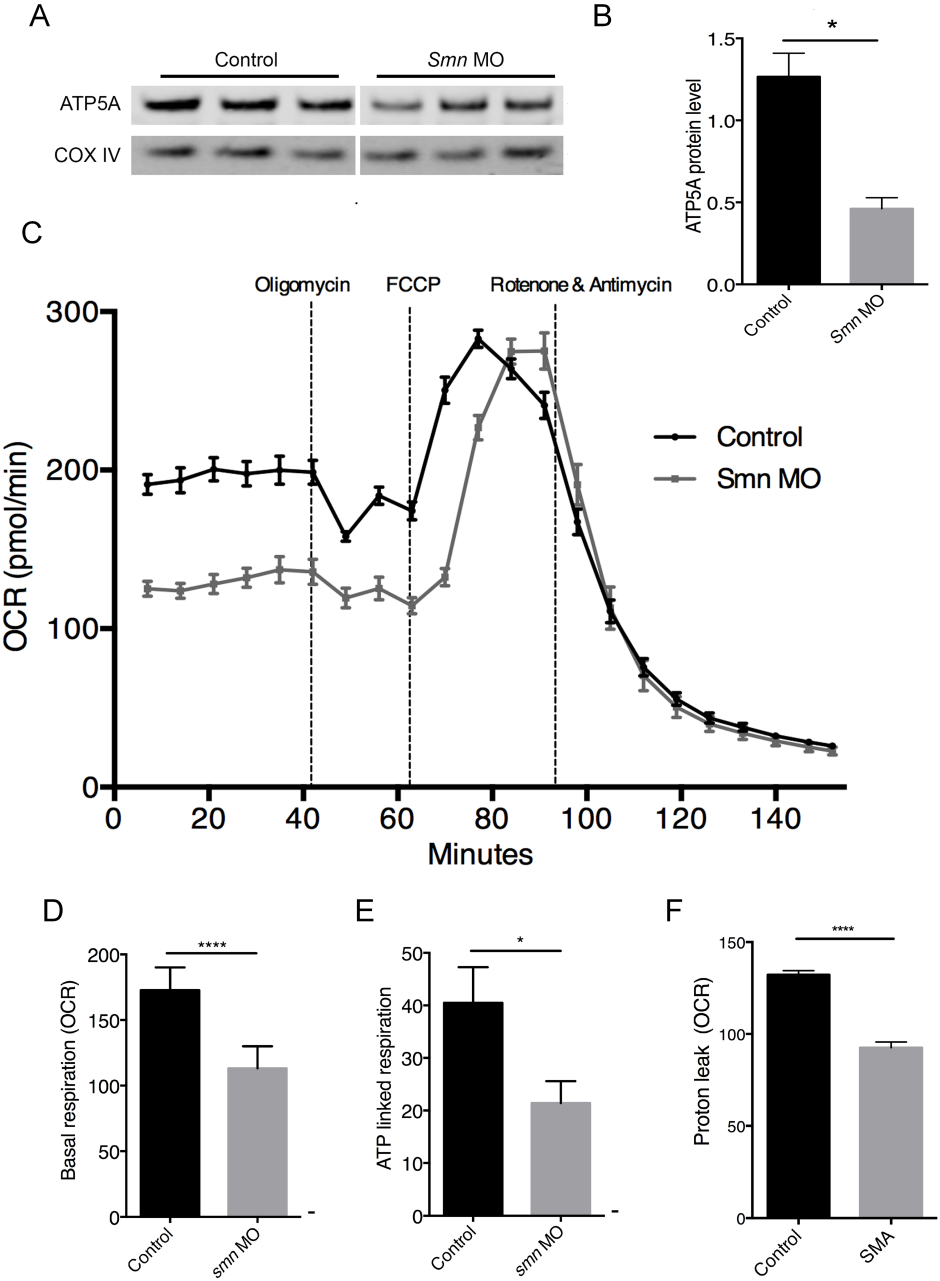
Mitochondrial dysfunction occurs in smn morphant zebrafish. (A) Levels of ATP5A protein, a subunit of mitochondrial membrane ATP synthase, were significantly reduced in *smn* morphant zebrafish. (B) Levels were quantified using fluorescent Western blotting and normalized to COXIV loading control (N = 3 per group, batches of 30 pooled zebrafish embryos per lane). (C) Mitochondrial oxygen consumption rates (OCR) of control and *smn* morphant 24 hpf zebrafish analyzed using the Seahorse XF24 analyser showed mitochondrial bioenergetic defects (D) Basal respiration was significantly reduced in *smn* morphants compared to controls. (E) ATP linked respiration was significantly reduced in *smn* morphants compared to controls. (F) Mitochondrial proton leak was also reduced in *smn* morphants compared to controls. N = 14 per group) Unpaired two-tailed student *t-test* * P<0.05, ** p<0.01 *** p<0.001.

### Increasing mitochondrial biogenesis rescues motor neuron phenotypes in a zebrafish model of SMA

Using the same model, we modulated ATP-dependent pathways by increasing mitochondrial biogenesis, thereby replicating the molecular profile of endogenously disease-resistant MNs. Necdin (NDN), a MAGE family protein expressed in all neuronal cells [52], has recently been demonstrated to promote neuronal mitochondrial biogenesis [53]. Furthermore, its overexpression was previously found to have a neuroprotective effect in dopaminergic neurons exposed to complex I inhibitors [53]. Overexpression of NDN produced an increase in cytochrome C expression, demonstrating an increase in mitochondrial biogenesis (Fig 3A and 3B) [54]. We found that enhancing mitochondrial biogenesis by overexpressing NDN in our *smn* morphant zebrafish embryos resulted in a significant rescue of axonal outgrowth phenotypes (Fig 3C). There was a significant increase in the numbers of MNs with normal axonal outgrowth (Fig 3D) and a concomitant significant decrease in the number of motor neurons with missing or truncated axons (severe axons) (Fig 3D). Injection of a control morpholino did not result in any axonal outgrowth phenotypes confirming phenotype specificity upon *smn* knockdown (S3 Fig). Thus, enhancement of mitochondrial biogenesis (replicating the molecular profile of disease-resistant motor neurons) was sufficient to ameliorate axonal outgrowth phenotypes in *smn* morphant zebrafish.

**Fig 3:**
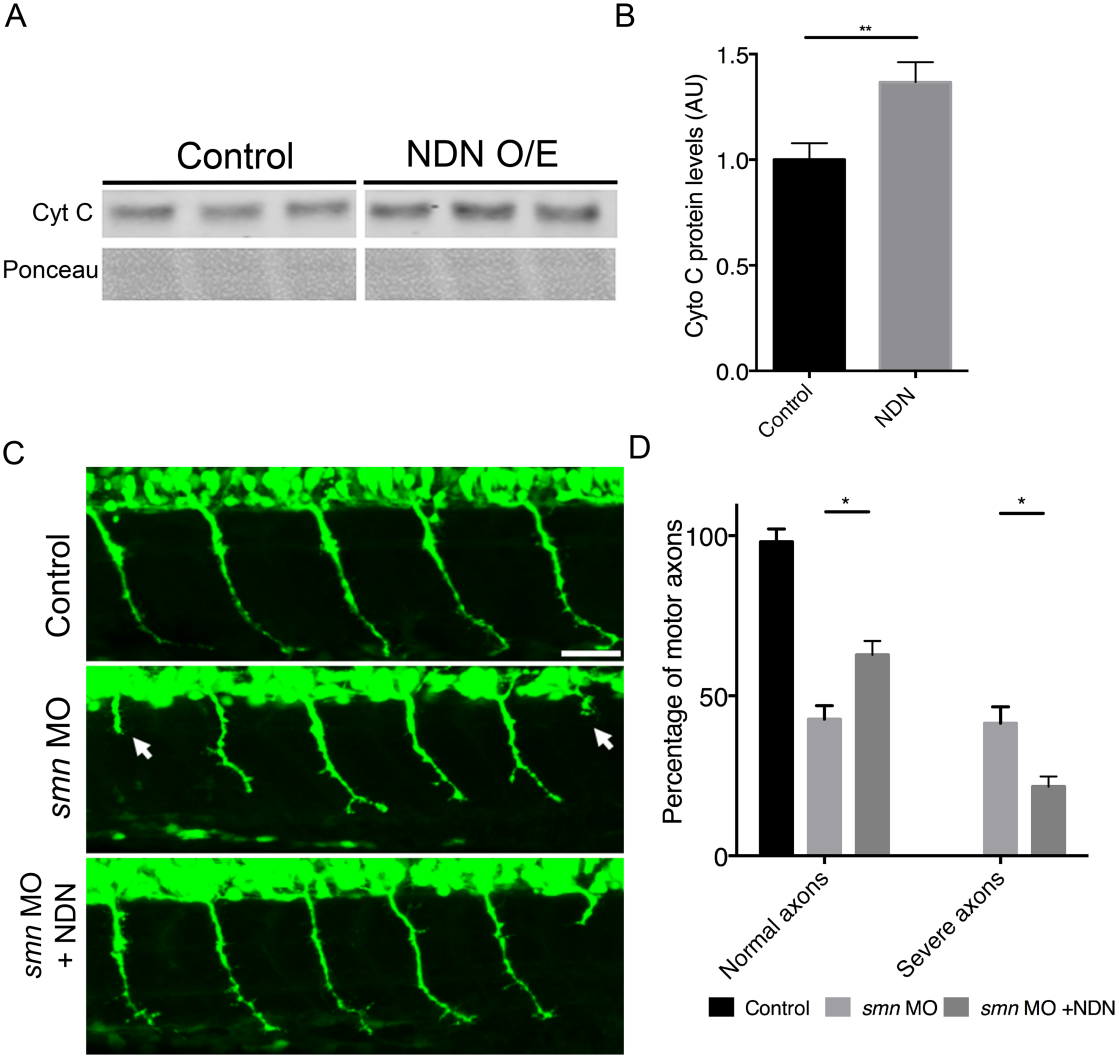
Overexpression of necdin ameliorates the motor axon outgrowth phenotype in *smn* morphant zebrafish. (A) Western blotting of cytochrome C, an electron transport chain protein showed an increase in NDN overexpressing embryos suggesting an increase in mitochondrial biogenesis. (B) Cyt C protein levels were quantified relative to a loading control. (C) Representative confocal micrographs of motor neuron axons exiting the spinal cord in control (top), *smn* morphant (middle) and *smn* morphant over-expressing Ndn (bottom) Tg(*hb9*:GFP) zebrafish embryos. Note the presence of the axonal outgrowth phenotype associated with *smn* knockdown (arrow heads) is reduced in the Ndn expressing animals. Scale bars = 50 μM. (D) Bar chart (mean & s.e.m.) showing a significant increase in the number of normal MNs, and a concomitant significant decrease in the number of severely affected MNs, in co-injected *smn* MO and Ndn mRNA embryos compared to single *smn* MO injected embryos at 30 hpf. Unpaired two-tailed student *t-tests*; * p<0.05, ** p<0.01 *** p<0.001. N = 20 embryos per experimental group.

### Bioenergetic-dependent regulation of motor neuron vulnerability is mediated by PGK1

Given the identification of bioenergetic pathway gene enrichment in disease-resistant MNs, and the rescue of motor axon phenotypes *in vivo* when mitochondrial biogenesis was increased, we wanted to further explore the mechanisms through which other bioenergetic pathways are mediating MN vulnerability. We hypothesized that those MNs capable of better meeting increased energy demands, especially at the NMJ, were more likely to remain stable during disease progression, for example during energy stress induced by the presence of hypoxia in SMA [55].

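Pgk1, the gene of the glycolytic enzyme phosphoglycerate kinase 1, had a log2 signal on the arrays of 13.16 ± 0.20 (SD, n = 3 mice) in MNs of the resistant EDL pool, 12.81 ± 0.05 in the intermediate GS pool and 11.37 ± 0.95 in the vulnerable TA pool. The difference between EDL and TA MNs was 1.79 on the log2 scale (standard error 0.41), which did not pass after adjustment (adjusted p = 0.0541 from limma). It met the filters for trending transcripts, with an unadjusted p under 0.05 and a GS mean between the others. GS lay 1.44 above TA (adjusted p = 0.161) and EDL 0.35 above GS (adjusted p = 1). The cluster behind these values is the brighter of a pair annotated to Pgk1, and its identifier names chromosome 12, where the GRCm38.p6 gene table lists the copy Pgk1-rs7, whereas Pgk1 itself is on chromosome X. Its signal therefore cannot be assigned to the gene on X alone.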

Phosphoglycerate kinase 1 (*PGK1*) was one particular gene of interest in our microarray dataset, identified as having increased expression in resistant motor neurons (Fig 4A). PGK1 is a key glycolytic enzyme that catalyzes the conversion of 1,3-diphosphoglycerate to 3-phosphoglycerate, generating the first molecule of ATP in the glycolytic process. Mutations in *PGK1* have been associated with a range of phenotypes in human patients, including severe Central Nervous System (CNS) defects and muscle fatigue [56, 57]. Furthermore, glycolysis has been shown to be critical for synaptic function [58], generating local ATP for vesicular recycling and therefore synaptic transmission, a process which is defective in SMA [22]. Glycolysis at the NMJ is also required during energy stress, including mitochondrial dysfunction, to meet acute energy demands at the synapse [58].

**Fig 4:**
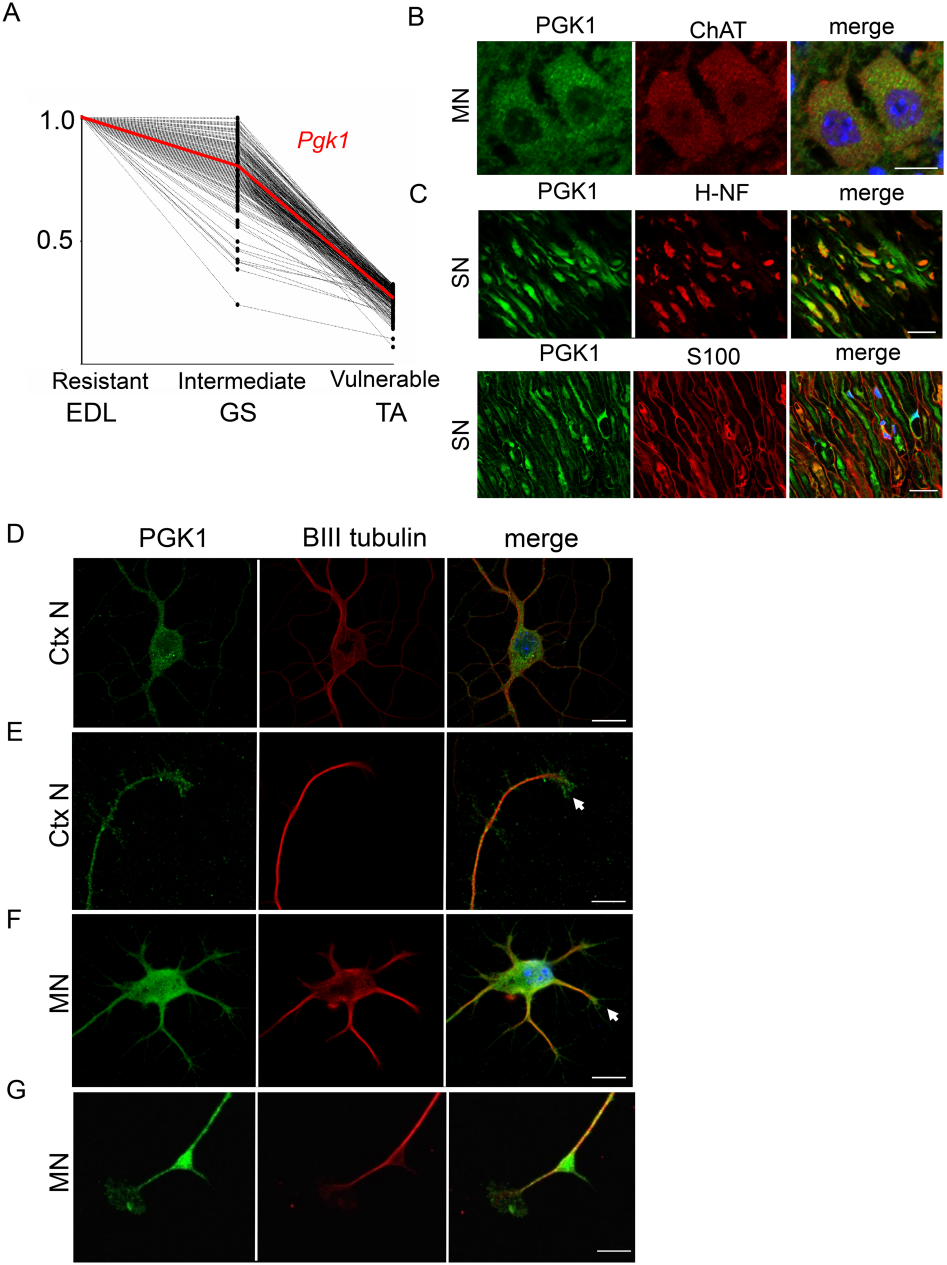
PGK1 is enriched in disease-resistant motor neuron pools, expressed in neuronal cells cellular and axonal compartments *in vivo* and *in vitro*. (A) Gene expression profile graph showing transcripts trending across differentially vulnerable motor neuron pools, with PGK1 highlighted. Note that *Pgk1* was 5-fold higher expressed in the EDL disease-resistant motor neuron pool compared to the TA vulnerable motor neuron pool, with expression levels trending through the GS intermediate pool. (B) Representative confocal micrographs showing expression of PGK1 in the cytoplasm of motor neurons (MN) in mouse spinal cord. Scale bars = 20 μM. (C) Expression of PGK1 was also detected in the majority of axons in the sciatic nerve (SN), being localised alongside neurofilament (H-NF; upper panels) but not co-localising with glial S100 label (lower panels). Scale bars = 5 μM (D) *In vitro* analysis showed expression of PGK1 in the cell body and axonal processes of mouse cortical neurons (CtxN). Scale bars = 30 μM. (E) Expression of pgk1 was detected in the axonal nerve terminals of mouse cortical neurons (CtxN). Scale bars = 15 μM. (F) Expression of PGK1 was also found in mouse primary motor neuron (MN) cell bodies and axonal compartments (arrow). Scale bars = 30 μM. (G) Expression of Pgk1 in the axonal terminals/growth cones (arrow) of mouse primary motor neurons (MN). Scale bars = 15 μM.

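As a ratio, the Pgk1 signal was 3.46 times higher in EDL than in TA MNs. The single mice had log2 signals of 13.16, 13.35 and 12.95 in EDL, 12.78, 12.87 and 12.78 in GS, and 10.75, 10.89 and 12.46 in TA mice M0, M1 and M3. The adjusted p was 0.000166 without M3 and 0.0883 to 0.166 without each of the other mice. The second cluster annotated to Pgk1, whose identifier names chromosome X, had 11.56 ± 0.12 (SD, n = 3) in EDL, 11.30 ± 0.02 in GS and 10.08 ± 0.82 in TA MNs (1.47 between EDL and TA, standard error 0.35, adjusted p = 0.0587 from limma).

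**Figure D2:**
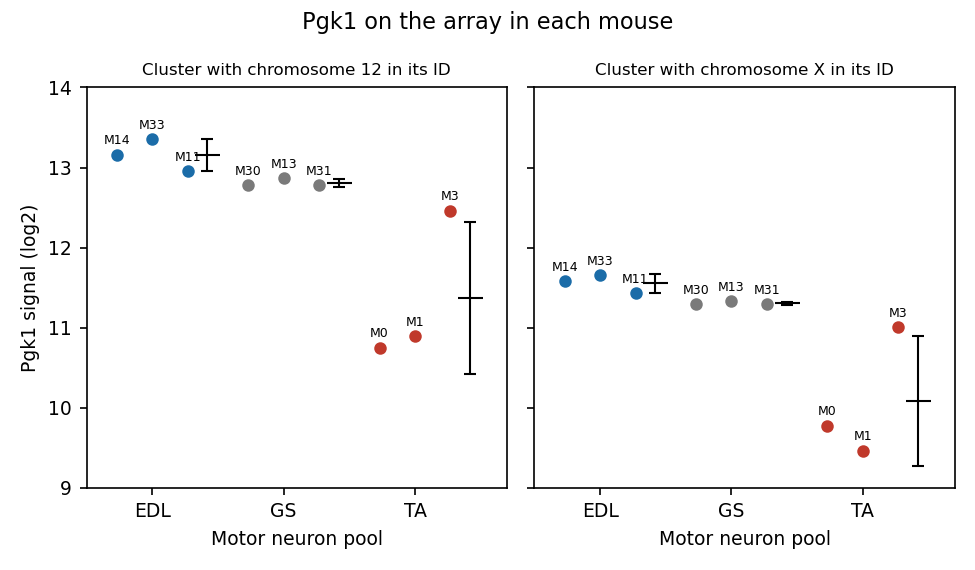
Log2 signal of both transcript clusters annotated to Pgk1 (vertical axis) in each mouse of the EDL, GS and TA pools (horizontal axis), with points for single mice and bars for the mean and SD of 3 mice. In both clusters the TA mice M0 and M1 (10.75 and 10.89, and 9.78 and 9.46) lie below M3 (12.46 and 11.01).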

Expression of PGK1 in motor neuron cell bodies was confirmed using immunohistochemistry on spinal cord sections (Fig 4B). Expression of PGK1 was also found in peripheral axons in the sciatic nerve, where it colocalised with neurofilament proteins but not the glial cell marker S100 (Fig 4C), suggesting that PGK1 is present throughout the extensive cytoplasm of MNs *in vivo*. To confirm additional distal localization of PGK1, immunohistochemistry was carried out in both cultured mouse cortical neurons and primary motor neurons, confirming robust expression throughout the axon (Fig 4D and 4F) and at neuronal terminals (Fig 4E and 4G arrows) in both cell types. Co-staining with GAPDH in primary MNs also revealed staining in both axons and growth cones, suggesting that PGK1 expression in distal compartments is due to its glycolytic roles in generating local ATP (S5 Fig).

To further explore the potential contribution of PGK1 to SMA disease pathogenesis, we next examined PGK1 levels in different tissues from late-symptomatic SMA mice (Fig 5A). PGK1 levels were significantly reduced in SMA mouse spinal cord and sciatic nerve (Fig 5B). In contrast, PGK1 levels were not significantly changed in skeletal muscle (Fig 5B). We also observed a reduction of PGK1 in the heart of SMA mice, another highly metabolic tissue and affected tissue in severe SMA, suggesting that other tissues with high energy requirements may be affected. This identifies a potential role for energy demand in modulating disease response and vulnerability across a range of tissues (Fig 5A and 5B). Similarly, a significantly reduced level of PGK1 in the spinal cord was also observed at an early-symptomatic time point in SMA mice compared to controls (S6 Fig).

**Fig 5:**
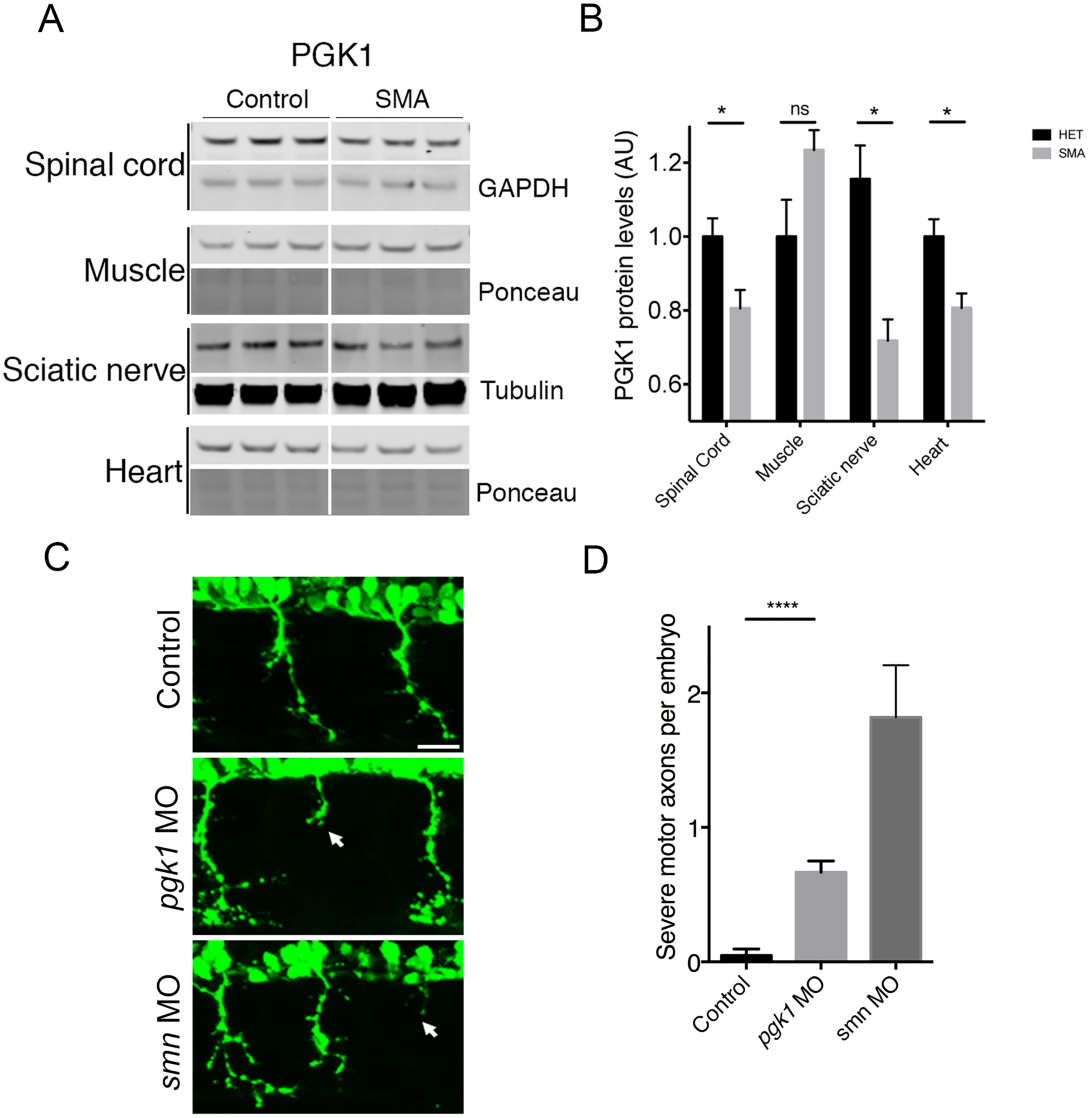
Pgk1 expression is pathologically relevant in mouse and zebrafish models of SMA. (A) Expression of PGK1 protein in the spinal cord, skeletal muscle, sciatic nerve and heart of late-symptomatic P8 SMA mice. Protein levels were quantified and normalized to an appropriate loading control. (B) Bar chart (mean & s.e.m.) showing a significant reduction in PGK1 protein levels in SMA mouse spinal cord and sciatic nerve. N = 6 SPC per genotype. N = 3 muscle per genotype. N = 7 sciatic nerves per genotype. N = 3 hearts per genotype (C) Knockdown of Pgk1 in zebrafish induced an axonal outgrowth phenotype (middle panel arrow) similar to smn knockdown (arrow bottom panel) and also produced swellings in the tips of outgrowing axons indicative of axonal transport deficiencies. Scale bars = 50 μM (D) Quantification of axonal outgrowths showed a significant increase in truncated motor axons in pgk1 and smn morphants compared to controls. (E) Efficiency of *pgk1* knockdown in embryos was shown by western blot embryos normalized to an appropriate loading control (N = 3 per group, batches of 30 pooled zebrafish embryos per lane). N = 20 embryos per group. Unpaired two-tailed students *t-test* * p<0.05, ** p<0.01 *** p<0.001 **** p<0.0001.

Next, to establish any potential role for PGK1 in modulating motor neuron stability, we examined the consequence of reducing PGK1 levels on healthy MNs *in vivo*. Knockdown of *pgk1* in wild-type zebrafish embryos using a morpholino was sufficient to induce an SMA-like axonal outgrowth phenotype, characterized by greater numbers of truncated motor axons and abnormal axon branching in *pgk1* morphant embryos compared to controls (Fig 5C and 5D). Efficiency of Pgk1 knockdown in zebrafish embryos was determined by western blot, confirming that protein levels were reduced by 50% (Fig 5E). The concentration of injected pgk1 morpholino resulted in a dose dependent increase in severe motor axons suggesting specificity of the phenotype (S7 Fig). Thus, experimental suppression of Pgk1 levels was sufficient to destabilise MNs *in vivo*, consistent with higher basal levels of Pgk1 conferring protection and stability in disease-resistant MNs.

Finally, we wanted to establish whether therapeutic targeting of Pgk1 would be sufficient to confer a disease-resistant phenotype on MNs in *smn* morphant zebrafish. We initially used a genetic over-expression approach to increase Pgk1 levels in *smn* knockdown zebrafish. Overexpression of p*gk1* mRNA in *smn* morphant zebrafish resulted in a significant rescue of the axonal outgrowth phenotype (Fig 6A arrows), with fewer MN axons displaying a truncated outgrowth phenotype and greater numbers of normal MNs (Fig 6B).

**Fig 6:**
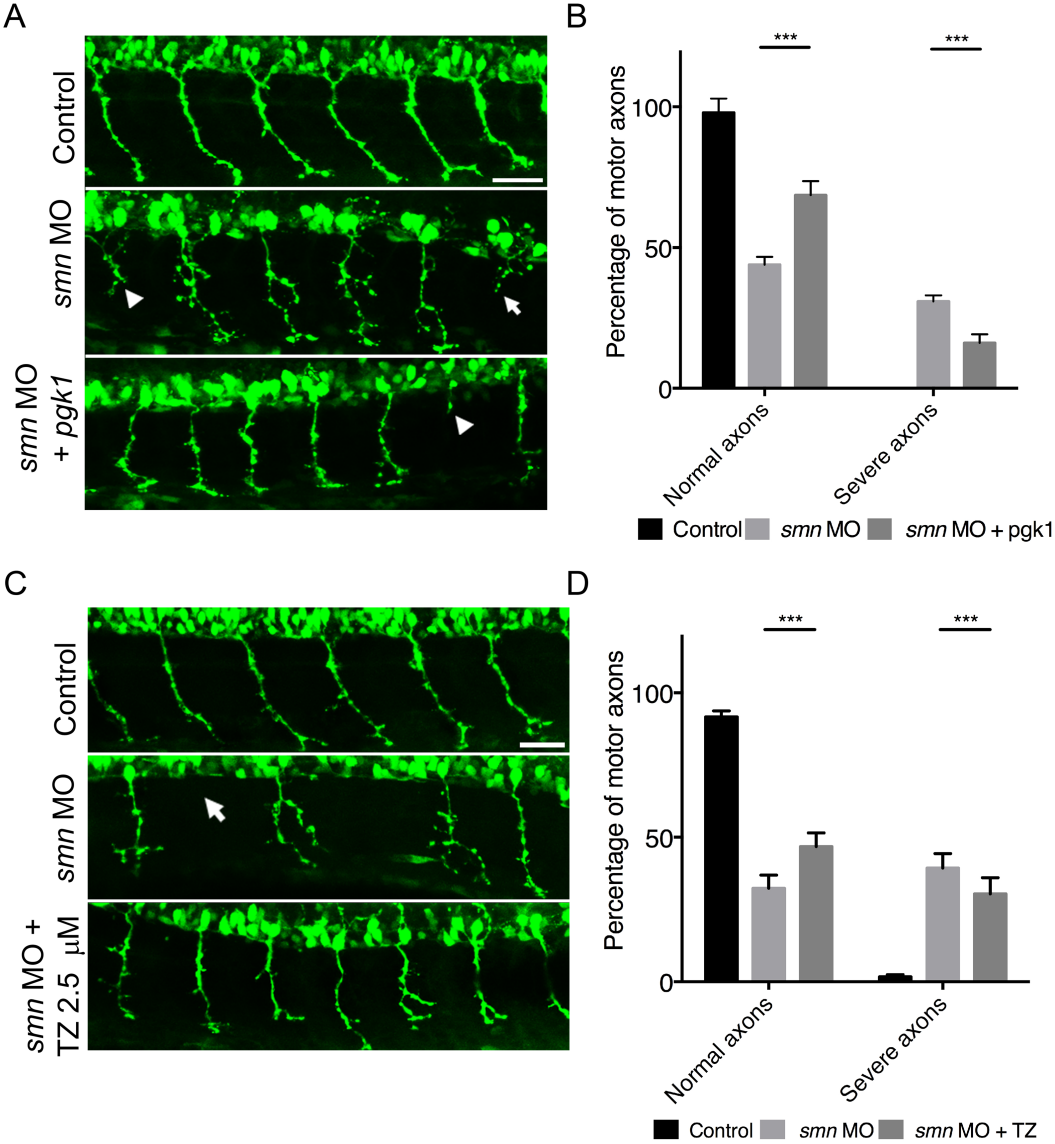
Overexpression or pharmacological activation of pgk1 rescues motor neuron phenotypes in smn morphant zebrafish. (A) Representative confocal micrographs of primary motor neuron axons exiting the spinal cord in control (top), *smn* morphant (middle) and *smn* morphant over-expressing *pgk1* (bottom) Tg(*hb9*:GFP) zebrafish embryos. Note the presence of an axonal outgrowth/branching phenotype associated with *smn* knockdown (arrow heads) that is reduced in the *pgk1* over-expressing animals. Scale bars = 50 μM. (B) Overexpression of Pgk1 in *smn* morphant zebrafish at 30 hpf led to a significant increase in normal motor axons and significant decrease in severe axonal outgrowth phenotypes compared to single *smn* MO injected embryos. (C) Representative confocal micrographs of motor neuron axons exiting the spinal cord in control (top), *smn* morphant (middle) and *smn* morphant treated with 2.5 μM terazosin (bottom) Tg(*hb9*:GFP) zebrafish embryos. Note how the presence of the axonal outgrowth/branching phenotype associated with *smn* knockdown (arrow heads) is reduced in the terazosin-treated animals. (D) Bar chart (mean & s.e.m) showing activation of Pgk1 by treatment with 2.5 μM terazosin in *smn* morphant zebrafish at 30 hpf led to a significant increase in normal motor axons and significant decrease in severe axonal outgrowth phenotypes compared to untreated *smn* MO injected embryos. Unpaired two-tailed student *t-tests* * p<0.05, ** p<0.01 *** p<0.001. n = 20 embryos per group.

To confirm these findings and establish whether this pathway is amenable to more therapeutically-relevant (pharmacological) targeting strategies, we repeated our SMA zebrafish experiments using an FDA-approved small molecule, terazosin (TZ). TZ binds Pgk1 and activates its enzymatic activity [59], with previous studies revealing a potential for conferring neuroprotection in animal models of sepsis and stroke [59]. Activation of Pgk1 using 2.5 μM of TZ significantly rescued the MN axonal outgrowth phenotypes in *smn* morphant zebrafish (Fig 6C and 6D). No morphological or developmental defects were observed with TZ treatments, suggesting no off-target effects (S8 Fig). Thus, targeting of Pgk1, either genetically or using a small molecule approach, can protect motor neurons from SMA-induced pathology *in vivo*. The similar findings obtained between our genetic and pharmacological experiments also suggest that the effects of terazosin were resulting directly from targeting pgk1, rather than additional, off-target, effects.

## Discussion

Differential vulnerability of MN pools within an individual is a significant feature of the pathogenesis of SMA. 

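By pool means, the intermediate GS pool lay nearer to the resistant EDL pool than to the vulnerable TA pool in the ribosome and proteasome lists, a gap that was smaller against TA mouse M3, but not in markers of endothelial cells and pericytes (median -0.22 between EDL and GS, -0.17 between GS and TA). The cytosolic ribosome list had a median log2 difference of 0.14 between EDL and GS MNs and 0.78 between GS and TA, the proteasome list 0.20 and 0.86, and the mitochondrial ribosome list 0.12 and 0.39. Between GS and TA, 10 ribosome genes rose at an adjusted p under 0.05 from limma (30 when adjusted over the list alone), 1 proteasome gene (28) and 1 gene of the mitochondrial ribosome (24). Psmc2 was 0.45 higher in GS than in TA (adjusted p = 0.0394), Rps20 0.39 (adjusted p = 0.0428) and Mrps25 0.39 (adjusted p = 0.0315). All calls between GS and TA over all clusters were lost without each of the GS mice in turn and from the compared pools alone. In TA mouse M3 all 3 lists lay between the values of the GS mice and those of TA mice M0 and M1. The mitochondrial ribosome list lay -0.22 from the EDL mean in M3, close to GS mouse M31 (-0.19), and -0.08 and -0.09 in GS mice M30 and M13. For this list GS was not clearly nearer to EDL than to M3.

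Over all clusters, the EDL-TA and GS-TA differences correlated across genes with r = 0.92. In 200 simulations, unchanged groups set against the same simulated TA group gave 0.754 on average and 0.765 at most. The simulation drew each cluster independently with the spread of each pool, so it leaves out deviations of an array that run over many clusters, as in M0 and M1. The covariance was 0.125 against a simulated 0.0293, and part of the excess may come from such deviations of the shared TA arrays. Called in both comparisons were 247 clusters higher and 157 lower than in TA, against 7.26 and 3.65 for independent lists. The simulated values leave out real differences and the independent ones the shared arrays, so the excess over either is not taken as a shared difference.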

Here, we demonstrate that differences in the basal molecular composition of MN pools correlate directly with their relative vulnerability or resistance during disease. Gene expression profiling of three anatomically-distinct MN pools with differing vulnerability in SMA revealed that disease-resistant MNs had higher basal expression of genes associated with bioenergetics pathways, which were subsequently found to be perturbed in SMA. Targeting of these identified bioenergetic pathways, initially by enhancing global mitochondrial biogenesis, was found to rescue MN defects in *smn* morphant zebrafish. Similarly, focused targeting of non-mitochondrial bioenergetic pathways, by increasing the levels or activity of phosphoglycerate kinase 1 (Pgk1), was found to rescue MN phenotypes associated with *smn* knockdown.

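Genes of the energy pathways that were followed up in zebrafish ran the same way on the arrays without passing the test. Atp5a1, the gene of the ATP synthase alpha subunit, had a log2 signal of 14.54 ± 0.05 (SD, n = 3) in EDL, 14.38 ± 0.04 in GS and 13.65 ± 0.52 in TA MNs (0.89 between EDL and TA, standard error 0.22, adjusted p = 0.0671 from limma). Ndn, the gene of necdin, which the paper uses to raise mitochondrial biogenesis, had 15.85 ± 0.04, 15.72 ± 0.02 and 14.80 ± 0.78 (1.05, standard error 0.33, adjusted p = 0.118), with 14.35 and 14.34 in TA mice M0 and M1 and 15.70 in M3. Cycs, the gene of cytochrome c, gave 0.83 (adjusted p = 0.111), and its second cluster 0.46 (adjusted p = 0.0897). The brighter Cycs cluster has an identifier that names chromosome 19 and the second chromosome 6, and the signal of either may include copies of the gene. The glycolytic gene Gapdh gave 0.13 (adjusted p = 0.108) and Actb, to which the paper's qPCR was normalised, gave 0.09 (adjusted p = 0.333). Of the 3 measured genes, out of 6 listed, of the sodium-potassium pump, a main consumer of ATP in neurons, none was called over all clusters. When adjusted over the list alone 1 was higher and 1 lower, and the median was 0.08 (camera, adjusted p = 0.937). The genes called over the list alone were Atp1b3 (0.63, adjusted p = 0.123) and Atp1b2 (-0.81, adjusted p = 0.115).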

Several studies investigating the underlying factors influencing selective vulnerability of MNs have been conducted, highlighting it as a keen area of interest in the field of motor neuron disease research. Taken together with our current findings, these suggest that the discovery of inherent protective modifiers could be fundamental to the development of future successful combinatorial therapies [33, 60–63]. It is of particular interest to note that mitochondrial pathways have been previously highlighted as a potential disease modifier in ALS [64]. Taken together with our current findings from SMA, this suggests that differences in basal bioenergetic function could be a fundamental and conserved determinant of MN vulnerability across a range of different neurodegenerative conditions. Indeed, mitochondrial dysfunction has been highlighted as an important feature across a broad spectrum of neurodegenerative disorders [40, 65], unsurprising given their extensive roles in cellular homeostasis [38], critically ATP generation, particularly in neurons [66]. Moreover, it has recently been reported that treating an ALS mutant mouse model with Triheptanoin to aid ATP generation through improving oxidative phosphorylation protected motor neurons [67], again suggesting that therapeutic targeting of ATP production could be beneficial.

From the SMA perspective, our findings add significant additional weight to a growing body of evidence suggesting that mitochondria are likely to be a critical mediator of disease pathogenesis. For example, a recent study using RNA sequencing to compare healthy and SMA MNs *in vitro* identified differential expression levels of several mitochondrial and bioenergetic genes. Furthermore, they confirmed that in SMA MNs, mitochondrial ATP respiration and mitochondrial transport were both reduced [45]. We show similarly here *in vivo* that *smn* morphant zebrafish have reduced ATP linked mitochondrial respiration (Fig 2). Taken together with our finding that targeting of bioenergetic pathways rescues MN defects in *smn* morphant zebrafish, this suggests that MNs with a greater bioenergetic capacity have higher disease resistance due to greater energy supply for critical MN functions (Fig 7).

**Fig 7:**
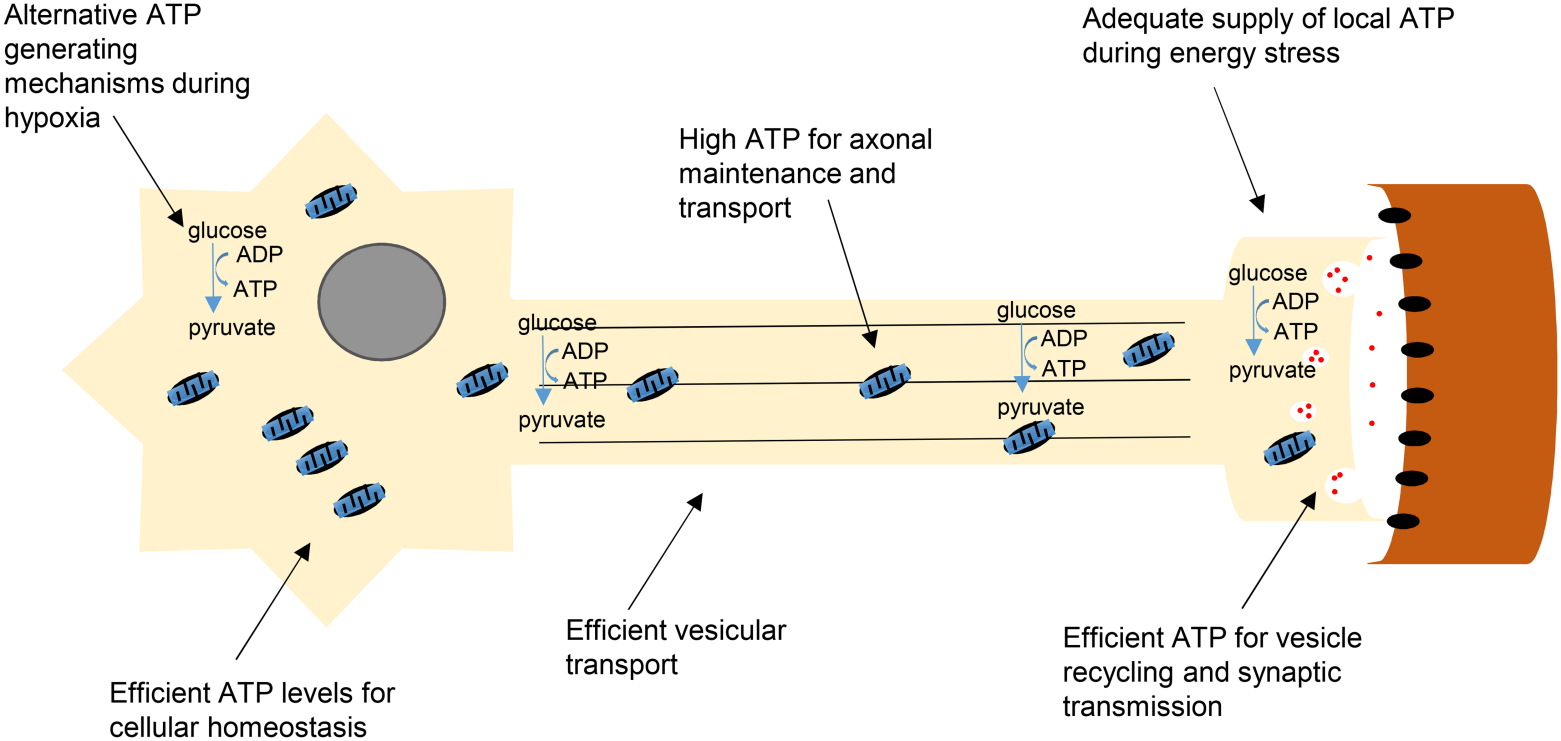
Summary model showing ATP-generating pathways likely to influence the vulnerability status of MNs in SMA. Efficient ATP generation through different processes maintains levels in energy demanding MNs, critical for their function and survival during disease. Certain motor neuron pools possess inherently higher bioenergetic capacities that provide protection during cellular insult both at the cell body and at the NMJ. Efficient ATP generated from mitochondria allows cellular homeostasis to be maintained. During hypoxia, glycolytic pathways are employed to meet acute ATP demand, particularly at the NMJ, critical for vesicular recycling and synaptic transmission. Mitochondrial transport along the axon provides local ATP to maintain axonal integrity. Glycolytic machinery present along the axon allows for fast vesicular transport down to the NMJ to deliver packaged proteins for pre-synaptic function.

During hypoxia or mitochondrial dysfunction, cells become more reliant on glycolysis to produce ATP to meet acute energy demands. Both mitochondria and glycolysis are responsible for generating the majority of cellular ATP. Mitochondria and glycolytic machinery are both present at neuronal synapses providing energy for synaptic transmission and vesicular recycling [68], with enrichment of glycolytic machinery found at neuronal terminals providing local ATP when under high energy demands or in smaller synapses where mitochondria are absent [58]. As synapses are known to be particularly susceptible in SMA, it is interesting to note that we have previously found glycolytic proteins to be altered in synapses from SMA mouse brain [13]. Moreover, given that defects in vasculature lead to hypoxic conditions (causing reduced oxygen availability for mitochondrial oxidative phosphorylation) throughout the neuromuscular system in SMA [55, 69], it is likely that those cells more capable of meeting energy demands by alternative methods may be more resistant to the disease.

This contribution of glycolytic pathways to neuronal and synaptic health is consistent with our finding that *Pgk1*, a key glycolytic gene, showed a 5-fold enrichment in disease-resistant MNs (EDL). 

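Among the genes of glycolysis, 1 was called between EDL and TA MNs. All 14 measured glycolytic genes, Pgk1 among them, had a higher mean in EDL, with a median log2 difference of 0.49. Of these, 1 rose at an adjusted p under 0.05 from limma (9 when adjusted over the list alone), Tpi1, the gene of triosephosphate isomerase (1.05, standard error 0.23, adjusted p = 0.0468). The aldolase genes Aldoc (0.90, standard error 0.21, adjusted p = 0.0520) and Aldoa (0.61, standard error 0.15, adjusted p = 0.0617) did not pass. Camera gave adjusted p = 2.19e-05 for the list, and adjusted p = 0.410 with an estimated correlation. The list lay -0.43, -0.63 and -0.20 from the EDL mean in TA mice M0, M1 and M3. Its median stood at percentile 94.4 of 10000 random lists of the same size matched on mean signal.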

Mutations in *PGK1* present with a wide range of clinical manifestations in human patients, including CNS defects and muscle defects (both tissues with high metabolic demands that are also affected in SMA) [56, 57]. We confirmed robust expression of PGK1 in the cytoplasm of MNs and at axon terminals, suggesting that it is an important contributor to bioenergetic pathways in this cell type (Fig 4). Moreover, reducing levels of *pgk1* in wild-type zebrafish resulted in an *smn* morphant axonal outgrowth phenotype, confirming a direct influence on the regulation of MN stability and health (Fig 5C and 5D).

Previous studies using FDA approved terazosin (TZ), which activates PGK1, revealed protective effects in both stroke and sepsis models, most likely due to enhanced stress resistance [70], in keeping with our findings from SMA models. Moreover, other studies have suggested that its protective function may be additionally mediated by effects on the glycolytic machinery and its regulation of fast synaptic vesicular transport along axons, required to provide local ATP at synaptic terminals [68, 70]. Whether PGK1 is protective due to increased vesicle transport in disease resistant motor neurons remains speculative, but it could be highly relevant in SMA given that axonal transport and ATP related deficiencies have been actively implicated in disease pathogenesis [11, 45, 71–73].

Importantly, our finding that elevation of Pgk1 levels or activity, via injection of *Pgk1* mRNA or treatment with terazosin respectively, robustly ameliorated MN pathology in *smn* morphant zebrafish provides an initial demonstration that these pathways are amenable to therapeutic intervention. Moreover, the fact that inherently ‘disease-resistant’ MNs already have higher levels of PGK1 would suggest that elevating levels across all neurons (albeit whilst remaining within physiological levels) would be a safe therapeutic intervention. Encouragingly, our terazosin experiments also suggest that there are existing FDA-approved drugs that can activate PGK1 enzymatic activity that may be suitable for repurposing for conditions such as SMA. As SMN-targeted therapies progress through clinical trials, showing promise to modify disease but likely falling considerably short of offering a ‘cure’ for SMA [74], it is becoming clear that additional, complementary therapies are going to be required [17]. Our findings suggest that targeting the bioenergetic status of MNs represent one attractive approach to develop such a combinatorial therapy. Finally, given that other highly metabolic tissues are affected in SMA patients and animal models, bioenergetic therapies could also be beneficial for non-MN pathology associated with the disease [25].

## Materials and methods

### Animals

Wild-type FVB mice (both male and female) at P14 were used for microarray experiments. The Taiwanese mouse model of severe SMA (*Smn*^*-/-*^*; SMN2*^*tg/o*^) on a congenic FVB background was used for SMA experiments [75], employing a breeding strategy previously described [76]. Age matched, phenotypically normal littermate (*Smn*^*+/-*^*; SMN2*^*tg/o*^) mice were used as controls, with all animals being retrospectively genotyped using standard PCR protocols [76]. Mouse breeding stocks were originally obtained from Jackson laboratories and were maintained in animal care facilities at the University of Edinburgh under standard specific pathogen free conditions. Zebrafish embryos were maintained using standard protocols at 28.5°C and staged by hours post-fertilization (hpf) [77]. Adult wildtype and Tg(hb9:GFP) zebrafish [78] were maintained in a fish facility at the University of Edinburgh according to standard methods.

### Synaptic vulnerability analysis and quantification

Muscles were dissected, processed and imaged as previously described [28]. In short at least 80 endplates per muscle per mouse were assessed in each muscle preparation in wildtype and SMA mice. For endplate occupancy counts, the occupancy of NMJs was determined by classifying endplates as either fully occupied (neurofilament and SV2 entirely overlie the endplate), partially occupied (neurofilament and SV2 cover less than 50% of the endplate), or vacant (no neurofilament or SV2 overlying the endplate).

### Retrograde labelling and tissue preparation for LCM

Nine FVB mice from the same wild-type FVB litter at p14 were divided into three groups according to the muscle location being injected, resulting in groups of 3 mice per muscle. Mice were anaesthetized and a small surgical incision was made in the skin of the hindleg. 20μg/ml of WGA-HRP (Vector Laboratories; PL-1026)) was injected into individual *tibialis anterior* (TA, vulnerable; 3μl), *gastrocnemius* (GS, intermediate; 3μl), and *extensor digitorum longus* (EDL, resistant; 1μl) muscles. Mice were sacrificed and perfused with PBS 48 hours after surgery. Spinal cords were immediately collected, embedded in optimal cutting temperature compound (OCT) and stored at -80°C. In order to minimise contamination from other cell types when performing laser capture microdissection, frozen sections (35 μm) were mounted onto PEN-membrane slides (Applied Biosystems, Foster City, CA). Tissue sections were fixed in cold acetone and then dehydrated using a cold graded ethanol series (75%, 95% and 100% for 30 seconds), and xylene for 3 min. Dehydrated sections were developed with NovaRED Peroxidase (HRP) Substrate (Vector Laboratories, Burlingame, CA) for 3 min. Those sections identified positively for retrograde labelling were then transferred to the Arcturus Veritas laser capture microdissection system (Applied Biosystems) for isolation of labelled MN soma.

### RNA isolation, amplification and microarray hybridization

Total RNA was extracted from isolated MNs using PicoPure RNA Extraction kit according to the manufacturer’s instructions (Applied Biosystems). Approximately 100 ng of total RNA was obtained from labelled MNs extracted from a single spinal cord using LCM. Before hybridisation, samples were subjected to linear amplification, and the products were analysed for quality (Agilent 2100 Bioanalyzer, RNA 6000 NanoChip) and quantity (NanoDrop 1000 Spectrophotometer) according to the GeneChip Pico Kit protocol (Affymetrix). In brief, the 100ng of total RNA was amplified with random primers containing a T7 polymerase promoter site. At the end of reactions, double-stranded cDNA was generated ready for *in vitro* transcription to synthesise copy RNA (cRNA). The cRNA (20 μg) was subsequently used as template for generating single-stranded cDNA (ss-cDNA), afterwhich 5.5μg of fragmented and biotin-labelled ss-cDNA was hybridised to one GeneChip Mouse Transcriptome Assay 1.0 (Affymetrix) for 16hr at 45°C, followed by stringent washing in a GeneChip Fluidics Station 400 (Affymetrix) and scanning using a GeneChip Scanner 30007G (Affymetrix). Datasets (.CEL files) taken forward for further analysis are freely available in the public database (http://www.ncbi.nlm.nih.gov/geo/; GSE86908).

### Microarray analysis

The.CEL files were processed using an Affymetrix Expression Console with the sst-RMA summarisation algorithm. To identify transcript changes correlating to susceptibility, statistically significant differences were determined by comparing three subtypes of differentially affected motor neuron pools (tri-wise or 3-way comparison) in Transcription Analysis Console 3.0 (Affymetrix). The variable gene list was then generated based on two cut-offs: 1) genes significantly different between EDL (resistant) and TA (vulnerable) groups, and 2) gene expressions fitting a trend either increasingly or decreasingly through EDL (resistant)-GS (intermediate)-TA (vulnerable). Gene Ontology (http://geneontology.org/) and DAVID (https://david.ncifcrf.gov/) were used to identify genetic and biological pathway enrichment in the data set.

### Quantitative RT-PCR

A proportion of the RNA amplified from laser-captured EDL and TA motor neurons was used in quantitative PCR to verify expression levels of 3 distinct mitochondrial genes, Ndufa1, Uqcrq and Cox5a. cDNA was synthesised using qScript cDNA synthesis kit according to the manufacturer’s protocol (Quanta). qPCR was performed using 12.5 ng cDNA, 1X SensiFast SYBR (Bioline) and optimised primers (Table 2), to a total volume of 20 μl. After the initial denaturation at 95°C for 2 min, cDNA was amplified by 40 cycles of 95°C for 5 sec and 63°C for 25 sec, on a CFX96 Real-Time PCR system (Bio-Rad). Gene expression levels were normalised to β-actin expression and ΔΔCt calculation was applied to generate relative concentration. The statistical analysis was performed using a two-tailed unpaired *t* test.

**Table 2:** Primer sequences used in quantitative PCR.

Gene symbol	Primer sequences	Conc.	Efficiency
*Ndufa1*	F, 5’GAGTAACGGTGCGGAGATGT3’ R, 5’CGTTGGTGAATTTGTGGATG3’	100nM	100%
*Uqcrq*	F, 5’GTCTACCTGATCTACACATGGG3’ R, 5’CAGAGAAGGGTCTTTCAGAGG3’	250nM	100%
*Cox5a*	F, 5’GCCGCTGTCTGTTCCATTC3’ R, 5’GCATCAATGTCTGGCTTGTTGAA3’	100nM	94%

### ATP assay

Spinal cords from early-symptomatic p5 and p8 late-symptomatic SMA mice and control mice were dissected and pooled by genotype to produce a total of 20mg of tissue. Spinal cords were homogenised and deproteinized using Perchorlic acid (PCA). Samples were then measured for ATP concentrations using the Abcam ATP assay kit, following manufacturer’s instructions (ab83355, Abcam).

### Zebrafish protein preparation

Wildtype AB stain one cell stage embryos were injected with 6ng of MO and left to develop until 48 hpf. Embryos were dechorionated and deyolked in 1ml of deyolking buffer (1/2 Ginzburg Fish Ringer without Calcium: 55 mM NaCl, 1.8 mM KCL, 1.25 mM NaHCO3). Embryos were pooled into batches of 30 embryos, with three replicate batches per experimental group. Embryos were pelleted at 300g for 30 seconds and the supernatant was discarded. Embryos were washed twice with wash buffer (110mM NaCL, 3.5 mM KCl, 2.7 mM CaCl2, 10 mM Tris pH 8.5) and cells pelleted at 300g for 30 seconds. The supernatant was removed and cellular pellet was stored at -80°C until use [79].

### Quantitative fluorescent western blotting

All protein (zebrafish embryos and mouse tissue) was extracted in RIPA buffer (ThermoScientific) with 1% protease inhibitor cocktail (Sigma) and homogenised. Protein concentration was determined by BCA assay (ThermoScientific). SDS-page was performed using 20% pre-cast NuPage 4–12% BisTris gradient gels (Life Technologies) and transferred to PVDF membranes by the iBlot 7 minute semi-dry blotting system (Life Technologies). Following blocking, membranes were incubated overnight at 4°C using mouse anti-SMN (1:1,000, BD biosciences, 610153), rabbit anti-PGK1 (1:1000, Millipore, ABS787), rabbit anti-ATP5A (1:1000 ab176569, Abcam), rabbit anti-cyt C (1:1000, Abcam, ab18738) mouse anti-COX IV (1:1000 Abcam, ab14744), mouse anti- GAPDH (1:1000, Abcam, ab9484,). After PBS washes, secondary antibodies were added for 1 hour at room temperature. Secondary antibodies used were; IR dye 800CW goat anti-mouse IgG (926–32210), IR dye 800CW goat anti-rabbit IgG (926–3211), IR dye 680RD goat anti-mouse IgG (926–68070), IR dye 680RD goat anti-rabbit IgG (926–68071), all 1:5,000, LI-COR Biosciences. Membranes were imaged using an odyssey infrared imaging system (Li-COR, Biosciences) as described previously [80], and quantified using an image studio software (Li-COR). To determine final relative protein expression, band intensities were normalized to a loading control or a ponceau stain.

### Morpholino knockdown in zebrafish

Previously published *smn* morpholino was designed against the 5’ start sequence of the *smn* gene (Gene Tools LLC); 5’ CGACATCTTCTGCACCATTGGC ‘3.

An antisense MO was designed against the translational start codon of the pgk1 gene (Gene Tools LLC): 5’ TCGAAAGAGACATTTTGCCTGTGGT ‘3.

A control MO from gene tools was also used to confirm specificity of the motor axon phenotype (Gene Tools LLC).

Knockdown efficiency was quantified using western blot analysis, and normalized against a loading control.

### Oxygen consumption rate for the determination of respiratory function

Zebrafish embryos were injected with *smn* MO at the one cell stage and left to develop until 24 hpf. Oxygen consumption rate (OCR) was measured from embryos using a V17 Islet capture plate in the Seahorse Bioanalyser XFe24 (Agilent). System water was used as the media for wells, and for the preparation of drugs for injection during the run, two dechorinated embryos were placed in each well. All measurement cycles for the run were set to 2 minute mix, 90 second wait, and 3 minute measure. Prior to any drug administration 6 ‘basal’ measurements were taken, oligomycin was then added followed by 3 measurement cycles. FCCP was then added followed by another 3 measurement cycles. Finally, a mixture of antimycin and rotenone were added followed by 10 measurement cycles. Optimal doses of drugs were optimised separately for control and *smn* morphant embryo’s. Final concentrations of drugs were as follows; control oligomycin 50–75 μM, *smn* morphant oligomycin 25μM, control FCCP 20 μM, *smn* morphant FCCP 3μM. Antimycin and rotenone were added to a final concentration of 2uM for both control and *smn* morphants. To calculate basal respiration from each well, the last OCR measurement following the addition of antimycin and rotenone was subtracted from the 6^th^ basal OCR measurement. ATP linked (oligomycin sensitive) respiration was calculated by subtracting the lowest of the 3 OCR measurements following the addition of oligomycin, from the 6^th^ basal OCR measurement. Proton leak respiration was calculated by subtracting the last OCR measurement following the addition of antimycin and rotenone from the lowest OCR measurement following oligomycin. Maximal respiration was calculated by subtracting the last OCR measurement following the addition of antimycin and rotenone from the highest OCR measurement following FCCP. Spare respiratory capacity was calculated by subtracting the 6^th^ basal OCR measurement from the highest OCR measurement following FCCP. Any well, that after calculation gave rise to a negative value for their ATP linked respiration, was excluded from the analysis. One well from the control, and one well from the *smn* morphant group were excluded from this data by this criterion.

### Construct generation and in vitro transcription reaction

Overexpression constructs were generated from cDNA and ligated into an PCS2+MT expression vector. Zebrafish full-length Pgk1 was ligated using the *bamH1* restriction sites. Mouse full-length Necdin was ligated using *xho1* and *xba1* sites. Vectors were linearized and an *in vitro* transcription reaction performed using the SP6 promoter using the mMessage mMachine kit (AM1340, Ambion).

### Zebrafish rescue experiments

Single cell stage Tg(*hb9*:GFP) embryos were injected with 4ng *smn* MO in aqueous solution containing 0.05% phenol red or 4ng *smn* MO co-injected 200 ng/μl full length zebrafish *pgk1* or full length mouse 300 ng/μl *necdin* mRNA in aqueous solution and left to develop until 30 hpf for evaluation of motor axon phenotype.

### Zebrafish drug experiments

Single cell stage Tg(*hb9*:GFP) embryos were injected with 4ng *smn* MO in aqueous solution containing 0.05% phenol red and left to develop until 6 hpf before treatment with 2.5 μM terazosin, dissolved in water (Sigma-Aldrich) with untreated *smn* morphants were kept as controls. Embryos were retreated at 24 hpf with 2.5 μM terazosin and fixed at 30 hpf for evaluation of motor axon phenotype.

### Motor axon phenotype evaluation

For immunostaining, treated Tg(*hb9*:GFP) embryos were dechorinated at 30 hpf and fixed in 4% PFA overnight before being dehydrated in 100% methanol. Embryos were rehydrated and washed in PBS before being transferred into 100% acetone for 10 minutes at -20°C for permeabilisation. Embryos were washed in PBST (PBS, 1% DMSO, 1% BSA and 0.5% triton-X 100) before being blocked in PBST plus 2% Sheep serum, followed by overnight incubation of chicken anti-GFP primary antibody (1:1,000, Abcam, ab13970). Embryos were washed in PBST and then incubated in Alexa Flour 488 secondary antibody (1:500) (Jackson 703-545-155). Embryos were mounted in 80% glycerol and a z stack was imaged using a Zeiss LSMZ10 confocal microscope. The percentage of motor neurons with normal axonal outgrowth, branched axonal outgrowth and severe truncated axons was then analysed as previously described [47] (N = 20 embryos per treatment group, 12 axons per embryo (6 segments) analysed behind the yolk and shown as a percentage). The observer was blinded to the treatment.

### Immunohistochemistry

Tissue from mice was dissected and fixed in 4% paraformaldehyde in PBS for 4 hours for spinal cords, and 1 hour for sciatic nerves at 4°C before being transferred into 30% sucrose solution over-night at 4°C for cryoprotection. Tissue was embedded in OCT (1:1 OCT and 30% sucrose for sciatic nerve) and using a cryostat, where spinal cord (25 μM) and sciatic nerve (10 μM) sections were collected on polysine-coated slides (Thermo Scientific). For immunohistochemistry, sections were permeabilized in 0.3% Triton X-100 in PBS and then blocked (4% BSA, 0.3% Triton X-100 in PBS) for 30 minutes at room temperature before overnight incubation with primary antibody solution at 4°C: anti-PGK1 (Millipore, ABS787) and mouse anti-S100 (Abcam, AB7852) or mouse anti-NF heavily phosphorylated 200 (convence, SMI-31R). After PBS washes, sections were incubated with secondary antibody solution for 2 hours at room temperature: Alexa Fluor 488 donkey anti-rabbit IgG (1:500, Life Technologies, A-21206), Alexa Fluor 594 donkey anti-mouse IgG (1:500, Life Technologies A21203). Sections were counterstained with DAPI nuclei stain (1:1,000, Life Technologies, D1306) for 10 minutes before being mounted with 10% Mowiol (Polysciences). Images were taken using a Zeiss LSMZ10 confocal microscope.

### Primary neuron culture and immunocytochemistry

Primary cortical neurons and primary motor neurons were cultured as previously described [81, 82]. Briefly, timed-mated mice were sacrificed by cervical dislocation at embryonic day 13 (E13, motor neurons) or E14 (cortical neurons). For motor neurons, the ventral spinal cord was dissected, incubated in 0.05% trypsin for 15 min at 37°C and dissociated by pipetting. A motor neuron fraction was obtained by centrifugation for 15 min at 685 x *g* of the dissociated cells on a 6% optiprep gradient column. Motor neurons were pelleted by centrifugation for 10 minutes at 170 x *g* on a 4% BSA cushion and plated in glia-conditioned medium (neurobasal medium with B27 and glutamax, incubated on mixed primary glia for 24 hours) containing 5% normal horse serum and BDNF, CNTF and GDNF at 10 ng/mL. Cultures of mixed primary cortical neurons were obtained by incubating dissected embryonic cortices in 0.25% trypsin for 10 minutes at 37°C and dissociating them using a flame-polished glass pipette. Cortical neurons were seeded at 40,000 per well and motor neurons at 10,000 per well on coverslips coated with poly-D-lysine (cortical neurons) or poly-D,L-ornithine (motor neurons) and laminin. For immunohistochemistry primary cortical neurons and primary motor neurons were fixed at day 7 in 4% PFA (Electron Microscopy Sciences) with 4% sucrose for 10 minutes, permeabilised in 0.1% Triton X-100 (Sigma) for 5 minutes, washed twice in PBS and blocked in PBS containing 2.5% BSA for 30 minutes. They were subsequently incubated with anti-PGK1 (ABS787, Millipore) and mouse beta III tubulin (T8860, Sigma) in 2.5% BSA for 1 hour at RT. After 3 washes in PBS cells were incubated with Alexa Fluor 488 donkey anti-rabbit IgG (1:500, Life Technologies, A-21206) and Alexa Fluor 594 donkey anti-mouse IgG (1:500, Life Technologies A21203) for one hour. Cells were counterstained with DAPI nuclei stain (1:1,000, Life Technologies, D1306) before being mounted with 10% Mowiol.

### Statistical analysis

Data were collected and analysed using Microsoft Excel and GraphPad Prism 6 software. Individual statistical tests are described in the main text and figure legends. For all analysis, P ≤ 0.05 was considered statistically significant. All data are expressed as mean ± SEM. For all figures; NS P > 0.05, * P ≤ 0.05, ** P ≤ 0.01, *** P ≤ 0.005, **** P ≤ 0.001.

### Study approval

All experimental procedures involving animals were conducted in accordance with United Kingdom Home Office regulations, were approved by a University of Edinburgh internal ethics committee and local veterinary staff, and were performed under license from the UK Home Office (PPL 60/4569).

## Supporting information

S1 Fig Representative images of NMJ pathology in EDL, GS, and TA muscles. (A) Images of NMJs from three differentially vulnerable hindleg muscles in SMA mice, arrows show examples of partially or unoccupied endplates in vulnerable GS and TA muscles. (B) Quantification of fully occupied endplates, note the EDL muscle remained resistant throughout SMA disease progression with a high percentage of fully occupied endplates. In contrast the GS and TA muscle showed a loss of fully occupied endplates in SMA, with an increase in partially or unoccupied endplates. The TA muscle showed the largest reduction in fully occupied endplates with less than 50% at p5 in the SMA mice. Bar chart mean and s.e.m.
(TIF)

S2 Fig Quantification of axonal outgrowth in control MO injected embryos. (A) Representative confocal micrographs of primary motor neuron axons exiting the spinal cord in un-injected control (top) and control MO (bottom) in 28 hpf Tg(*hb9*:GFP) embryos. (B) Injection of a control MO at 1mM did not lead to any motor axon phenotypes, and showed the same number of normal motor axons as the un-injected controls. Bar chart (mean & s.e.m). Unpaired two-tailed student *t-test*. NS- not significant.
(TIF)

S3 Fig Knockdown of Smn via morpholino efficiency. (A) Efficiency of Smn knockdown as determined by western blot in 48hpf zebrafish. (B) knockdown was quantified and normalized to CoxIV loading control (N = 3 per group, batches of 30 pooled zebrafish embryos per lane). Bar chart (mean & s.e.m). Unpaired two-tailed student *t-test* * P<0.05.
(TIF)

S4 Fig Negative controls for PGK1 immunohistochemistry. (A) Positive staining for PGK1 in sectioned sciatic tissue. (B) Secondary only control for PGK1 staining in sectioned sciatic tissue showed no fluorescent staining.
(TIF)

S5 Fig GAPDH and PGK1 are co-expressed in the axons and growth cones of primary motor neurons. (A) GAPDH and PGK1 are expressed in axons and growth cones of primary MNs. Scale Bar = 15 μM.
(TIF)

S6 Fig Protein levels of PGK1 in early and late symptomatic SPC. (A) PGK1 levels in control littermates and SMA p5 SPC, PGK1 was significantly reduced (10%) in the SPC of early-symptomatic P5 SMA mice (B) PGK1 levels in control littermates and SMA late-symptomatic P8 SPC, PGK1 was significantly reduced (20%) in the SPC of late-symptomatic SMA mice. N = 6 per genotype. Bar chart (mean & s.e.m) Unpaired two-tailed student *t-test* * P<0.05, ** p<0.01.
(TIF)

S7 Fig Increasing the concentration of injected pgk1 MO resulted in an increase in severe motor neurons. Injection of 0.5mM resulted in a significant increase in severe motor neurons compared to controls, with 0.75mM MO resulting in an even larger number of severe motor neurons compared to controls. Bar chart (mean & s.e.m.). Unpaired two-tailed student *t-test* * P<0.05, ** p<0.01, *** p<0.001, **** p<0.0001.
(TIF)

S8 Fig Treatment with terazosin does not cause any morphological or development defects in zebrafish embryos. Representative bright field of images 28 hpf zebrafish treated with terazosin. (A) Control untreated zebrafish. (B) Treatment of 2.5 μM Terazosin and (C) Treatment of 5 μM Terazosin (TZ) from 6 hpf does not lead to any morphological or developmental delay compared to untreated zebrafish.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

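RNA was measured in motor neurons (MNs) labelled by injection of WGA into 1 muscle of each of 9 wild-type mice, 3 each for the extensor digitorum longus (EDL, resistant), the gastrocnemius (GS, intermediate) and the tibialis anterior (TA, vulnerable), and taken by laser capture. Each mouse gave 1 array. The muscle of each array was taken from the sample labels. Each mouse was injected in 1 muscle only and no mouse number is shared between pools, so no samples were paired. All TA mice bear numbers below those of the EDL and GS mice, and what the numbers stand for is not given in the sources used here, so that a batch that follows them cannot be separated from the TA pool.

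The log2 values were made by the authors before they were deposited, by background correction, normalization and summarisation of the probes of each transcript cluster (sst-RMA in the methods, RMA in the submitters' notes). The software settings are not given in the sources used here. The values run from 2.83 to 19.51, with medians per array from 6.01 to 6.14, and were used as deposited, with no further scaling. Of 72688 probe sets, 6732 array controls were left out, which include 5222 negative and 1324 positive control probe sets. The other 65956 transcript clusters were all tested. At 234 clusters all 9 arrays hold the same value.

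Gene names come from the gene assignments of the platform annotation, with 1135 symbols updated from the mouse gene table of assembly GRCm38.p6, which was used only for names and for the chromosome of a gene. Where the identifier of a cluster and its symbol each give a chromosome, these were the same for 30302 of 30410 clusters (99.6%). Clusters with several symbols were not named. A gene with several clusters (429 genes) was represented by the cluster with the highest mean over the 9 arrays. The clusters of 124 of these genes had EDL-TA differences of opposite sign.

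The pools were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes), with 1 mean per pool, a single spread for all 9 arrays (1.40 prior degrees of freedom), two-sided p-values and Benjamini-Hochberg adjustment over the 65956 clusters of each comparison, at an adjusted p under 0.05. Limma's F test compared the 3 pools together. A trending cluster had an unadjusted p under 0.05 between EDL and TA, the threshold of the methods, and a GS mean strictly between the other means. Fisher's exact test, one-sided, compared the share of trending genes in each list with that among all 30063 named genes, adjusted over 33 lists.

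The lists were written from general knowledge before the values were seen, and those of the mitochondrial ribosome, the receptors and small nucleolar RNA were taken by symbol. They cover complexes I to V together (oxidative phosphorylation) and singly, mitochondrial genome transcripts, the tricarboxylic acid cycle, glycolysis, mitochondrial biogenesis, the mitochondrial and cytosolic ribosomes, the proteasome, synaptic vesicle release, the sodium-potassium pump, the SMN complex with modifiers of SMA, MN identity, fast alpha MNs, gamma or slow MNs, motor pools and columns, lumbar and cervical-brachial Hox genes, astrocytes, oligodendrocytes, microglia, endothelial cells with pericytes, blood, interneurons, immediate early genes, axon injury with ER stress, nuclear-retained RNA, sex-linked genes, olfactory and vomeronasal receptors and small nucleolar RNA. The blood list had 1 measured gene and was not tested as a list. Each other list was tested with limma's camera at a preset inter-gene correlation of 0.01, again with an estimated correlation, and with fry, adjusted over 99 tests (33 lists in 3 comparisons). Members were also adjusted over the list alone. Median differences of lists were set against 10000 random lists of the same size, each drawn from the 200 genes nearest in mean signal.

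The genes named are those the paper names, the 10 largest rises and 10 largest falls between EDL and TA and the 5 of each in the other comparisons, among clusters with 1 symbol that is neither a placeholder nor an olfactory or vomeronasal receptor, microRNA or small nucleolar RNA, at an adjusted p under 0.05 with values that do not overlap between the pools (at an unadjusted p where fewer pass), and up to 4 members of each list with the largest moderated t. Other genes singled out in the text were chosen after their values were seen.

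The procedure was tested on simulated data in which 65956 clusters had the means and the moderated spread of the arrays and varied independently of each other, unlike real transcripts. Each cluster had the same spread in all 3 pools, whereas on the real arrays Ndufa1 had an SD of 1.01 in TA, 0.10 in EDL and 0.06 in GS. The simulated rates of calls therefore do not hold for clusters whose spread differs between pools. Log2 differences of 0.5, 1 and 2 between EDL and TA, with GS midway, were added to clusters of low or moderate spread, so that the shares called do not hold for the most variable clusters, and 44.8%, 85.1% and 100% of 67, 67 and 66 changed clusters were called. Of 65756 unchanged clusters 7 were called, 4.98% had an unadjusted p under 0.05, and 1246 met the filters for trending higher in EDL.

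Alternatives tried were an intensity trend in the prior, array weights, centring of each array on its median, quantile normalization, clusters above the median signal (6.08) or above the 95th percentile of receptor clusters (6.61), a fit of the compared pools alone, the plain unmoderated test, added or stricter filters for trending clusters, the mean of a gene's clusters, differences relative to Actb, a block for whether the number of an EDL or GS mouse begins with 1 or 3, and leaving out each mouse in turn. Chosen after the values were seen were the fit without TA mice M0 and M1, the second Pgk1 cluster and a Tukey biweight mean. With 1 mouse left in a pool, its spread is assumed to be that of the other pools. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The zebrafish, qPCR and protein measurements and the gene ontology terms of the paper were not analysed here.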

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

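The tests of the arrays of TA mice M0 and M1, of the cervical and brachial Hox genes and of mouse M3 alone were chosen only after the result was seen, as was the fit without M0 and M1.

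Several signals appeared in genes that the paper does not discuss. Between EDL and TA MNs the Y RNAs Rny3 (log2 difference 4.20) and Rny1 (3.69) and the latexin gene Lxn (3.24) were higher in EDL, and Adam4 (-1.96), Dgkk (-1.45), Lamp5 (-1.41) and Hoxc5 (-1.22, at a signal below the median of the negative controls on each array) were lower. The cytosolic ribosome (median 0.90) and the proteasome (median 1.06) were the lists outside the paper's subject with the largest medians in EDL. Genes of the sex chromosomes marked EDL mouse M11 as male and the other 8 mice as female, so that sex was not balanced between EDL and the other pools. Xist, the RNA of the inactive X chromosome, had a signal of 6.03 in EDL mouse M11 and 13.22 to 13.46 in the other 8 mice, and the Y-linked gene Eif2s3y had 8.40 in M11 and 5.31 to 5.41 in the others.

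Oxidative phosphorylation genes were higher in EDL than in TA. A narrower signal range on the TA arrays, which would lower all abundant transcripts alike, was tested against random lists matched on mean signal. The list's median of 0.98 lay at percentile 100 of 10000, where the highest random list had 0.48, which argues against that explanation. The ribosome and proteasome lists lay at percentile 100 as well, so an unequal loss of some kinds of transcript from the TA samples stays open. RNA of glial or vascular cells in the TA captures cannot be told apart from a difference between MNs. RNA of all these cells would raise all such markers in TA, but RNA of vascular cells or astrocytes alone need not raise microglial ones. Microglial markers were higher in EDL (median 0.07, camera adjusted p = 0.0333; adjusted p = 0.452 with an estimated correlation), but low in TA mouse M3 alone (-0.32). Endothelial and pericyte markers (median -0.40) and astrocyte markers (-0.15) went the other way, with 9 of 10 and 8 of 10 genes higher in TA. The oligodendrocyte median was -0.02. All 13 MN identity genes were lower in TA (median 0.54). With an estimated correlation camera called none of these lists. The result planned to exclude this explanation was therefore not taken to do so. The lower signal of M0 and M1 alone also stays open, since the difference between EDL and M3 lay at percentile 100 (0.37, highest random list 0.25) but rests on 1 mouse. The area under the curve for control separation also followed the pools, at 0.844 to 0.854 in EDL, 0.831 to 0.838 in GS and 0.828 in M3. Signal quality therefore cannot be told apart from the pools, for M3 as well. A batch that follows the mouse numbers, which set all TA mice apart, and a biological difference between the motor pools remain open as untested.

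The arrays of TA mice M0 and M1 stood apart from the other 7. Their separation of positive from negative control probe sets was lower than on any other array, by 0.0495 in the area under the curve for the better of them, which is consistent with lower signal quality of these arrays. Less sample RNA relative to the bacterial control RNA added to it would raise all 4 added transcripts, and 2 of 4 were higher on both arrays than on each other array, which does not decide. The added transcript dap was higher on all 3 TA arrays (9.08, 10.32 and 9.23 in M0, M1 and M3) than on any EDL or GS array (at most 8.64). On M3, phe was also higher than on those arrays, by little (5.751 against 5.748), but lys (4.94) and thr (5.79) were not. Less sample RNA in the whole TA pool was not tested. No biological explanation for a difference among mice injected in the same muscle was tested.

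Hoxc6 and Hoxb6 were higher in TA than in EDL, as was Hoxc5, whose signal does not rise above the negative controls. The lower signal of M0 and M1 alone cannot be told apart from a difference between pools, since TA mouse M3 lay above all 6 EDL and GS mice in 3 of these 3 genes but is a single mouse. Captures from more rostral levels of the cord in the TA mice would also lower the lumbar Hox genes there. Their median difference was 0.17 in that direction, with camera adjusted p = 0.123 from limma, which leaves it open. A difference in the Hox code of the motor pools stays open as untested.

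Other splits of the arrays were used to ask whether the counts could arise from any grouping. For the F test over the 3 pools, the real grouping gave 1049 clusters and the highest of the other drawn groupings 103. The real grouping was counted among the 100 and alone reached that count, which fell to 1 without GS mouse M30. For clusters trending higher in EDL, the real order gave 5384, and 3 of 100 orders, the real one among them, gave as many. The highest other order, with 7000, put the 3 TA arrays in the place of EDL, so it rests on the same separation of the TA arrays. Both shares were under 0.05. Relabelling the arrays cannot separate a difference between pools from the signal quality or the mouse numbers of the TA arrays. For EDL against TA (3351, highest other split 0), GS against TA (418, highest other 0) and EDL against GS (0 called by limma, highest other 0, as large in 10 of 10), the 10 splits are too few for a share under 0.05.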

How the results depend on the processing

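The fit without TA mice M0 and M1 was chosen only after the result was seen, as were the second Pgk1 cluster and the Tukey biweight mean of Pgk1. The other alternatives in this part were set before the data were examined. No paired analysis was possible because each mouse was injected in 1 muscle and the pools share no mouse numbers. None of the gene differences run under the alternatives and no median of oxidative phosphorylation changed sign (small differences such as that of Smn1 were not run), but the balance of higher and lower clusters turned with the scaling, as did the EDL-TA medians of the lists of mitochondrial genome transcripts, oligodendrocytes, immediate early genes, gamma or slow MNs and receptors. Where no cause is given below, the cause was not tested.

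The direction of oxidative phosphorylation held under all alternatives run. Its EDL-TA median of 0.98 was 0.81 to 1.27 with 1 mouse left out (GS-TA 0.64 to 1.09, EDL-GS 0.08 to 0.18), and 0.37 (GS-TA 0.21) without M0 and M1. With an estimated correlation camera gave p = 0.0970 for EDL-TA (0.98), p = 0.101 for GS-TA (0.82) and p = 0.484 for EDL-GS (0.14), and fry gave p = 0.524 for EDL-GS (0.14). Of 99 list tests, 56 passed with the preset correlation, 0 with an estimated one and 17 with fry, and 49 to 56 with 1 mouse left out. Trending members numbered 60 to 72 of 76 with 1 mouse left out, 49 without M0 and M1, 50 with the plain test and 24 with an adjusted p, and the EDL-TA and GS-TA differences correlated with 0.89 to 0.95 with 1 mouse left out and 0.85 without M0 and M1.

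Counts of clusters moved far more. Between EDL and TA, 3351 clusters passed, 5033 after quantile normalization, 5733 above the median signal, 5960 above the receptor level, 4 from the compared pools alone, 0 with the plain test (8565 unadjusted, against 15066 by limma) and 1199 without M0 and M1. Without single mice it was 273 (M14), 201 (M33), 483 (M11), 967 (M30), 1231 (M13), 1957 (M31), 1450 (M0), 1501 (M1) and 10470 (M3), and 10973 to 19431 unadjusted. Between GS and TA, 418 became 69 with an intensity trend, 782 after quantile normalization, 1254 above the median signal, 1826 above the receptor level, 0 from the compared pools alone, 0 with the plain test (4957 unadjusted, against 10380 by limma) and 106 without M0 and M1. Without single mice it was 6 (M14), 0 (M33), 12 (M11), 0 (M30), 0 (M13), 0 (M31), 166 (M0), 59 (M1) and 7177 (M3), and 7214 to 15688 unadjusted (15688 without M3). Fewer clusters tested make the adjustment less strict above a signal level.

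Between EDL and GS limma called 0 under each alternative except 13 without GS mouse M13. The unadjusted count of 2421 was 5375 with array weights, 1339 above the median signal, 1078 above the receptor level, 5187 from the compared pools alone and also without M0 and M1, 3646 with the plain test, and 1698 to 3845 with 1 mouse left out (3845 without M3).

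Clusters trending higher in EDL (5384) were 8850 after centring, 8683 after quantile normalization, 3280 with the plain test, 1770 with an adjusted p and 4287 to 6056 with 1 mouse left out. Those trending lower (7802) were 5108 after centring, 4809 above the receptor level, 4032 with the plain test, 4880 with the F test added, 1328 with an adjusted p, 4331 without M0 and M1 and 5132 to 10154 with 1 mouse left out (5132 without M14). The F test (1049) gave 528 with an intensity trend, 1817 after quantile normalization, 2622 above the median signal, 3151 above the receptor level and 1 without M0 and M1. Without single mice it gave 20 (M14), 9 (M33), 25 (M11), 1 (M30), 109 (M13), 228 (M31), 251 (M0), 199 (M1) and 7554 (M3).

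The balance of higher and lower clusters turned with the scaling at an unadjusted p. Between EDL and TA 40.2% were higher as deposited, 61.6% after centring and 58.3% after quantile normalization. Between GS and TA these shares were 47.2%, 59.5% and 57.6%, between EDL and GS 41.2%, 64.3% and 61.0%, and among trending clusters 40.8%, 63.4% and 59.9%. At an adjusted p they moved by less than 10 points.

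Pgk1 (1.79) passed with array weights (1.88, adjusted p = 0.0241), centring (1.87, adjusted p = 0.0420), quantile normalization (1.63, adjusted p = 0.0387), above the median signal (1.79, adjusted p = 0.0268), above the receptor level (1.79, adjusted p = 0.0215) and relative to Actb (1.70, adjusted p = 0.0383). Ndufa1 passed with array weights (1.79, adjusted p = 0.0261), above the median signal (1.68, adjusted p = 0.0361) and above the receptor level (1.68, adjusted p = 0.0292). Uqcrq passed with array weights (1.63, adjusted p = 0.0263), centring (1.62, adjusted p = 0.0479), quantile normalization (1.35, adjusted p = 0.0392), above the median signal (1.54, adjusted p = 0.0305), above the receptor level (1.54, adjusted p = 0.0244) and relative to Actb (1.45, adjusted p = 0.0430). Cox5a did not pass from the compared pools alone (1.38, adjusted p = 0.117), with the plain test (1.38, adjusted p = 0.298) or without M0 and M1 (0.76, adjusted p = 0.0834). With 1 mouse left out the differences were 1.48 to 2.34 for Pgk1, 1.38 to 2.26 for Ndufa1, 1.22 to 2.02 for Uqcrq and 1.15 to 1.70 for Cox5a. Without M3 these were 2.34, 2.26, 2.02 and 1.70, and each passed. Without each other mouse none did, and Cox5a gave adjusted p = 0.111 (M14), 0.111 (M33), 0.0996 (M11), 0.0669 (M30), 0.0604 (M13), 0.0508 (M31), 0.0830 (M0) and 0.0652 (M1). For the other named genes, 426 of 726 alternative values gave the same outcome as the main fit, called or not called, and 300 lost the call. The 426 include the genes named between EDL and GS, which had no call after adjustment to lose, so the share of calls kept is lower.

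Signal over background limits what can be seen of dim genes. Positive controls lay 3.57, 3.64 and 4.45 above negative ones on the TA arrays of M0, M1 and M3, 4.58 to 4.68 on the GS arrays and 4.70 to 5.01 on the EDL arrays, and 25732 clusters lay above the receptor level.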

Differences from the paper's values

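The Tukey biweight mean, the second Pgk1 cluster and the fit without TA mice M0 and M1 were tests chosen only after the result was seen.

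A value was counted as differing from the paper's when it was more than 1.5 times away and, for a gene, also by more than the SD between mice.

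The paper gives 2,065 transcripts that trend higher in EDL, at p<0.05 between EDL and TA with GS in between. At these thresholds 5384 clusters were found here. Of the alternatives set before the data were examined, an adjusted p in the first filter came within 1.5 times of the paper's count (1770). The others did not: 5174 with an intensity trend, 5073 with array weights, 8850 after centring, 8683 after quantile normalization, 4698 above the median signal, 4354 above the receptor level, 4409 from the compared pools alone, 3280 with the plain unmoderated test, 4161 with the F test added, 4707 with GS away from both ends by at least 0.1 of the difference, and 4287 to 6056 with 1 mouse left out. Without M0 and M1, chosen after seeing the values, it was 4299.

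For Pgk1 the paper gives a 5-fold higher value in EDL than in TA. The fold was 3.46 here, and the paper's value is less than 1.5 times this. It was 5.05 without TA mouse M3, an alternative set before the data were examined. With a Tukey biweight mean of each pool, chosen after seeing the values, it was 5.04. It was 1.62 without M0 and M1, also chosen after seeing the values. How the paper averaged the mice of a pool is not given in the sources used here. The signal in TA relative to EDL is about 0.27 in Fig 4A, read by eye, and 0.289 here.

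The paper states that the 3 pools differ significantly from one another. Between EDL and GS limma called 0 clusters after adjustment, with a spread that takes in the scatter of the TA mice. At the unadjusted threshold it gave 2421, with 3298 expected by chance, and the plain unmoderated test gave 3646, the compared pools alone 5187 and array weights 5375. Without GS mouse M13, 13 clusters passed after adjustment.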

Other observations

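No list or test in this part was chosen only after the result was seen, apart from the values per mouse of Uty and Kdm5d, which have no test.

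Markers of other cells of the cord did not move in one direction between the pools. Cldn5, a tight junction gene of endothelial cells, had a log2 signal of 9.27 ± 0.40 (SD, n = 3) in EDL, 9.39 ± 0.38 in GS and 8.00 ± 0.11 in TA and was higher in EDL than in TA (1.27, adjusted p = 0.0331 from limma), whereas the other 9 endothelial and pericyte genes were lower in EDL, among them Flt1 (-0.63, adjusted p = 0.0675), 8 of them when adjusted over the list alone (median -0.40, camera adjusted p = 0.00110; adjusted p = 0.399 with an estimated correlation). The astrocyte glutamate transporter gene Slc1a2 was lower in EDL (-0.43, adjusted p = 0.0438), with a list median of -0.15 (camera adjusted p = 0.0268; adjusted p = 0.529 with an estimated correlation). Of the oligodendrocyte genes, Ugt8a was lower (-0.45, adjusted p = 0.0217) and Ermn higher in EDL (0.84, adjusted p = 0.0305), with a median of -0.02 that became positive with centring (0.07) and quantile normalization (0.06). The microglial protease gene Ctss was higher in EDL (0.67, adjusted p = 0.0261). Of the blood genes Alas2 was measured (0.12, adjusted p = 0.621). The interneuron list had a median of 0.08 between EDL and TA (camera adjusted p = 0.872) and of -0.40 between EDL and GS (camera adjusted p = 0.000494; adjusted p = 0.390 with an estimated correlation), and in GS mouse M30 it lay 1.18 above the EDL mean, against 0.15 and 0.11 in the other GS mice.

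Some stress and growth genes of injured neurons were higher in the resistant pool. Ddit3, which encodes the ER stress factor CHOP, had 10.05 ± 0.04 in EDL, 9.96 ± 0.10 in GS and 9.46 ± 0.10 in TA (0.59 between EDL and TA, standard error 0.07, adjusted p = 0.0131 from limma). The growth cone gene Gap43 (0.69, adjusted p = 0.0354) and Sox11 (0.62, adjusted p = 0.0407) were also higher in EDL, with 5 of 12 genes higher over the list alone and a median of 0.27 (camera adjusted p = 0.00714; adjusted p = 0.390 with an estimated correlation). The list lay -0.20, -0.36 and -0.07 from the EDL mean in TA mice M0, M1 and M3. With the spread from the EDL and TA arrays alone, 4 of all clusters passed between these pools. The EDL was injected with 1 µl and the GS and TA with 3 µl, so the injected volume cannot be separated from the EDL pool. The immediate early gene Jun was not called over all clusters (0.90, adjusted p = 0.0602) and its list had a median of -0.02 (camera adjusted p = 0.771), which became positive with centring (0.07) and quantile normalization (0.05).

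No gene of gamma or slow MNs (median -0.01, camera adjusted p = 0.934, positive with centring, 0.08, and quantile normalization, 0.03) or of motor pools and columns (median 0.02, camera adjusted p = 0.960) was called between EDL and TA by limma or over the list alone. Among nuclear-retained RNAs Miat gave -0.78 (adjusted p = 0.0641) and Malat1 -0.05 (adjusted p = 0.745), with a median of -0.48 (camera adjusted p = 0.0440; adjusted p = 0.477 with an estimated correlation). The list lay 0.21, 0.75 and 0.27 above the EDL mean in TA mice M0, M1 and M3. Of 62 small nucleolar RNAs Snord98 was lower (-1.34, adjusted p = 0.0221) and Snord89 higher in EDL (2.23, adjusted p = 0.0350), with a median of 0.08 (camera adjusted p = 0.440). Of 1386 olfactory and vomeronasal receptor genes 2 were lower and 0 higher in EDL. Their median of -0.04 (camera adjusted p = 0.00372; adjusted p = 0.491 with an estimated correlation) became positive with centring (0.04) and quantile normalization (0.01).

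The sex-linked list had a median of 0.72 between EDL and TA (camera adjusted p = 0.693), which rests on EDL mouse M11. In that mouse Uty had a signal of 8.00 and Kdm5d of 7.26, against 5.08 to 5.26 and 5.26 to 5.43 in the other 8 mice.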
